# The neurogenomic transition from territory establishment to parenting in a territorial female songbird

**DOI:** 10.1186/s12864-019-6202-3

**Published:** 2019-11-07

**Authors:** Alexandra B. Bentz, Douglas B. Rusch, Aaron Buechlein, Kimberly A. Rosvall

**Keywords:** Neural plasticity, Breeding stage, Competition, Incubation, SRD5A1, AVPR1A, CRH

## Abstract

**Background:**

The brain plays a critical role in upstream regulation of processes central to mating effort, parental effort, and self-maintenance. For seasonally breeding animals, the brain is likely mediating trade-offs among these processes within a short breeding season, yet research thus far has only explored neurogenomic changes from non-breeding to breeding states or select pathways (e.g., steroids) in male and/or lab-reared animals. Here, we use RNA-seq to explore neural plasticity in three behaviorally relevant neural tissues (ventromedial telencephalon [VmT], hypothalamus [HYPO], and hindbrain [HB]), comparing free-living female tree swallows (*Tachycineta bicolor*) as they shift from territory establishment to incubation. We additionally highlight changes in aggression-related genes to explore the potential for a neurogenomic shift in the mechanisms regulating aggression, a critical behavior both in establishing and maintaining a territory and in defense of offspring.

**Results:**

HB had few differentially expressed genes, but VmT and HYPO had hundreds. In particular, VmT had higher expression of genes related to neuroplasticity and processes beneficial for competition during territory establishment, but down-regulated immune processes. HYPO showed signs of high neuroplasticity during incubation, and a decreased potential for glucocorticoid signaling. Expression of aggression-related genes also shifted from steroidal to non-steroidal pathways across the breeding season.

**Conclusions:**

These patterns suggest trade-offs between enhanced activity and immunity in the VmT and between stress responsiveness and parental care in the HYPO, along with a potential shift in the mechanisms regulating aggression. Collectively, these data highlight important gene regulatory pathways that may underlie behavioral plasticity in females.

## Background

For seasonally breeding animals, rapidly shifting social and physical demands may lead to especially critical physiological, behavioral, and life history trade-offs [1, 2]. The breeding season often begins with intense social instability as animals compete for territories and mates [3, 4], and animals later shift to parenting while also maintaining their own energy reserves [5]. The central nervous system plays a critical role in upstream regulation of these processes [6, 7]; therefore, neural plasticity likely facilitates phenotypic adjustments across the breeding season as stage-specific selection pressures change. Indeed, some of the most pronounced examples of seasonal changes in the brain can be seen in male songbirds. A well-known example is the dramatic change in brain morphology and gene expression that occurs to promote singing behavior as the breeding season begins [8, 9]. The neurogenomic shift from non-breeding to breeding states has been relatively well-studied using both targeted gene approaches [10–12] and genome-wide studies [13, 14], but the shift from early breeding stages to later parental stages has received far less attention [15]. Moreover, past work examining changes within the breeding season, as males adjust to parental demands, has primarily focused on steroidogenic genes [16–18]. There are likely additional genes that play a critical, but currently unknown, role in the transition from a competitive to a parental brain.

It is likewise unclear how females mediate the shift from territory establishment to parenting, despite the fact that females provide the bulk of parental care in many systems. Seasonal work on females has been limited due to the relative lack of research on early breeding season competition [19] and the misconception that females are too “complex” given their reproductive endocrinology [20]. Yet this complexity is precisely why it is important to understand how the female brain changes from territory establishment to parenting. Researchers have begun to acknowledge that females also compete early in the breeding season to acquire breeding territories and maintain monogamy [21, 22], but, unlike most males, they have additional parental burdens that are energetically costly (e.g., offspring production and early care) [23, 24], generating potentially steep trade-offs. Much of our knowledge about female neural plasticity comes from work on captive animals transitioning to maternal roles. For example, poultry have been used to explore a role for dopamine- and prolactin-related genes in the onset of broodiness [25–28], and work in lab-reared female mammals suggests numerous hormones, neuropeptides, and neurotransmitters help “rewire” the maternal brain in preparation for offspring [29–31]. While there is some work in wild birds that demonstrates a genomic link between steroid-related genes and early spring behaviors (e.g., competitive aggression [32, 33]), genomic profiles during early breeding stages are relatively unknown. Thus, it remains to be tested what neurogenomic mechanisms track the transition from early breeding season competition to the steep parental demands that follow in a female experiencing a dynamic social environment.

Here, we identify neural genes and processes that may contribute to the transition from early territory establishment to parental care in females. We first compared genome-wide gene expression in brain tissues collected from free-living female tree swallows (*Tachycineta bicolor*) between a period when females were establishing territories but not yet fertile, and the incubation period. We focused on three brain regions – the hypothalamus (HYPO), ventromedial telencephalon (VmT), and hindbrain (HB) – that have been previously implicated in both early spring competition and later parental care behaviors [29, 34–36]. As a secondary goal, we examined expression of candidate genes related to aggression, as a window into how neurogenomic shifts may facilitate aggression across the breeding season. Aggression is a critical behavior both in establishing and maintaining a territory and in defense of offspring; yet, it is most often studied in relation to steroid hormones, like testosterone (T), which decline in circulation during the transition from territory establishment to parenting [37]. Comparisons between breeding and nonbreeding birds implicate neurosteroid-mediated pathways [10, 38–41], but numerous other processes, ranging from hormone signaling to energy metabolism, may also contribute to aggression [14, 35, 42–45]. Female tree swallows are especially amenable for addressing these knowledge gaps because they fiercely compete for limited nesting cavities early in the breeding season [46], prior to producing a single brood that females alone incubate [47]. Past experimental work in this system demonstrates aggression is mediated by T to some degree [48], but females can maintain moderately high levels of aggression during periods of low T, suggesting other mechanisms may play a role during maternal stages [49–52]. Thus, this system allows us to explore plasticity in the neurogenomic mechanisms that may facilitate the transition from territory establishment to parental care, as females experience a full suite of natural selection pressures.

## Results

### Gene expression patterns across breeding stages

Approx. 

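Brain tissue was compared between 4 females caught during territory establishment and 5 females caught during incubation. Samples came from 3 regions, the ventromedial telencephalon (VmT), a strip cut around the position of nucleus taeniae, the hypothalamus (HYPO), which regulates hormones and reproduction, and the hindbrain (HB), which regulates basic bodily functions. Each female gave 1 sample per region, except that the female of 1 VmT library is not settled. The 27 libraries of these samples have values for 19478 transcripts. The values are read counts divided by 1 size factor per library and not by transcript length: within a tolerance of 0.1, 100% of the low values in every library were whole multiples of 1 step. They are called normalized counts here, and each is given as the mean ± SD over the 4 females of territory establishment or the 5 females of incubation. Divided by the step, they add up to between 6001315 and 13710385 reads per library, with a median of 8308433. One VmT library of territory establishment carries the numbers of 2 different females in its labels. One is that of the female the paper removed as an outlier. Both numbers belong to territory establishment, so its stage is known, and it is called the unresolved VmT library. Its reads were 51.7% of the mapped pairs that Table S4 lists for female 85691, within the 48.9% to 53.4% of all libraries. The pairs of the other female were not compared, so the female is left open. Stages were compared within each region with limma on log2 of the normalized count plus 1, in 1 fit of the 6 groups, over the 19473 transcripts with a value of at least 1 in at least 4 libraries. A log2 fold change below 0 is higher during incubation, and a transcript with an adjusted p of at most 0.05 is called differentially expressed. A fit of 1 region alone leaves each fold change as it is and changes the error. For genes with low counts the added 1 makes the fold change smaller than the ratio of the means. A gene of a fixed list is represented by its most abundant transcript, and a gene of Table S1 by the transcript that Table S1 names. The 50 gene lists were fixed before the deposited values were examined, but after the paper had been read. One is the paper's list of candidate genes. Others hold genes that the paper reports from these samples, such as KANSL2 in that of histone acetylation, and are not independent of its results. The lists were tested with camera at a preset correlation of 0.01 between genes. A second p beside each camera result comes from a correlation estimated for that list.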

23 million read pairs per sample were mapped to the reference tree swallow transcriptome [53]. 

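The difference between breeding stages was not the same in the 3 regions. ISYNA1, the enzyme that makes inositol phosphate from glucose-6-phosphate, had a log2 fold change lower by 2.40 in the VmT than in the HYPO. Written as VmT minus HYPO this is -2.40 (standard error 0.35, adjusted p = 1.9e-04), and VmT minus HB is -1.95 (standard error 0.35, adjusted p = 0.0234). KCNJ10, a potassium channel of astrocytes, differed by -1.48 from the HYPO (standard error 0.22, adjusted p = 2e-04) and by -1.37 from the HB (standard error 0.22, adjusted p = 0.0231). EBP, an enzyme of cholesterol synthesis, differed by -2.83 from the HYPO (standard error 0.41, adjusted p = 1.9e-04) and by -2.09 from the HB (standard error 0.41, adjusted p = 0.0292). For TUBB3, a tubulin of neurons, the differences were -1.35 (adjusted p = 2.6e-04) and -0.99 (adjusted p = 0.0316). The limma test of the difference itself called 1159 transcripts between the VmT and the HYPO. In alternatives chosen after the data were seen, these were 715 with a mean of at least 50, 577 with the thalamus and midbrain score as a covariate and 516 with the sum of low transcripts as a covariate. Of the 1159, 131 had the higher log2 fold change in the VmT and 1028 the lower. Between the VmT and the HB 85 transcripts were called, all 85 with the lower log2 fold change in the VmT. Between the HYPO and the HB limma called 0 transcripts, with 1213 at an unadjusted p under 0.05, edgeR called 31 and DESeq2 called 155. With the female as a replicate block the count between the VmT and the HB was 257, and that between the HYPO and the HB was 3. The first was 41 with the female as a fixed block, 39 with no trend, 49 with quantile normalization and 325 with DESeq2, and the second 143 with array weights. With the first residual component as a covariate they were 178 and 424. In alternatives chosen after the data were seen they were 219 and 257 without the 3 libraries of female 85757 and 305 and 3 with the unresolved library in the block as female 85691, and the first was 0 with the score. The count between the VmT and the HB fell to 0 without the HB library of female 85694, 85774 or 85889, the VmT library of female 85689 or 85889 or the unresolved VmT library. It was 41, 6, 133 or 22 without the HB library of female 85674, 85691, 85757 or 85840, and 36, 252, 171, 191 or 8 without the VmT library of female 85674, 85694, 85757, 85774 or 85899. The count between the HYPO and the HB was 165 or 1 without the HB library of female 85694 or 85899, 1 or 236 without the HYPO library of female 85694 or 85757, 3 or 1 without the VmT library of female 85757 or 85774, and 1 without the unresolved VmT library.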

The VmT and HYPO showed the highest number of differentially expressed genes (DEG) between breeding stages, whereas the HB had only one DEG. The VmT had 1016 DEG (*n* = 196 genes up-regulated during territory establishment and *n* = 820 genes up-regulated during incubation; Fig. 1a, b). 

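In the limma test 687 VmT transcripts were differentially expressed, 83 higher during territory establishment and 604 higher during incubation. In 444 of the 687 the values of the 4 and the 5 females did not overlap, and 186 had a mean normalized count under 50. The gene group with the lowest camera p was made of genes that mark the thalamus and midbrain, regions behind the telencephalon. Of 25 measured, 5 were higher during incubation and 0 during territory establishment (13 and 0 when adjusted over the list alone), and the median log2 fold change was -1.06 (camera adjusted p = 4.11e-11, and adjusted p = 0.206 with an estimated correlation). SOX14, one of them, had 39.5 ± 25.7 normalized counts during territory establishment (SD, n = 4) and 145 ± 56.4 during incubation (SD, n = 5), a log2 fold change of -2.17 (standard error 0.41, adjusted p = 0.00311). Per library, the mean log2 value of that list was 3.85, 3.13, 5.24 and 5.12 during territory establishment and 5.28 to 5.77 during incubation, so every VmT library of territory establishment had a lower score than those of incubation. Of 22 astrocyte genes, 6 were higher during incubation (9 when adjusted over the list alone; median -0.38, camera adjusted p = 3.69e-06, and adjusted p = 0.0705 with an estimated correlation). Of 24 genes of the extracellular matrix, 7 were higher during incubation and 0 during territory establishment (7 and 1 when adjusted over the list alone). The camera adjusted p was 0.00338, and the adjusted p was 0.0243 with an estimated correlation. Among them BCAN, the brain proteoglycan brevican, had 443 ± 73.9 and 740 ± 127 normalized counts (log2 fold change -0.74, adjusted p = 0.00559). Of 75 proteins of the cytosolic ribosome, 10 were higher during incubation (14 when adjusted over the list alone; median -0.06, camera adjusted p = 0.0116, and adjusted p = 0.784 with an estimated correlation). This call rested on single libraries: without the VmT library of female 85674 or 85757 the median was 0.04 and 0.09 and the camera adjusted p 0.31 and 0.99. RPL4, one of them, had 1093 ± 102 and 1609 ± 132 normalized counts (log2 fold change -0.56, adjusted p = 0.00117). Of 33 proteasome genes, which degrade tagged proteins, 6 were higher during incubation (8 higher during incubation and 1 during territory establishment when adjusted over the list alone). Their median log2 fold change was 0.06 and their mean -0.13, and camera did not call the list (adjusted p = 0.277, and 0.784 with an estimated correlation). The count of 687 was 344, 395 or 425 without the VmT library of female 85689, that of female 85889 or the unresolved VmT library, 3 in a fit of the 9 VmT libraries alone, 1045 with DESeq2, and 5 with the thalamus and midbrain score as a covariate, an alternative chosen after the data were seen. With the VmT libraries alone SOX14 had an adjusted p of 0.153, BCAN 0.127 and RPL4 0.117. With the score BCAN had a log2 fold change of -0.77 (adjusted p = 0.103) and RPL4 one of -0.52 (adjusted p = 0.0693), and SOX14 is not given because it is part of the score. The score separates the stages in the VmT, so a fit with it loses precision. A call lost with it does not show that the score explains the stage difference.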

The most significant up-regulated genes during territory establishment in the VmT included genes involved in brain function (e.g., doublecortin like kinase 2; DCLK2), while those up-regulated during incubation included several genes involved in metabolism, like inositol-3-phosphate synthase 1 (ISYNA1), fructose-bisphosphate aldolase A (ALDOA), and fatty acid desaturase 1 (FADS1) (Fig. 2). 

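DCLK2, a kinase of the doublecortin family that binds microtubules, was higher in the VmT during territory establishment. It had 350 ± 21.6 normalized counts during territory establishment (SD, n = 4) and 244 ± 20.9 during incubation (SD, n = 5). Its log2 fold change was 0.52 (standard error 0.10, adjusted p = 0.0043). UBN2, a subunit of a histone chaperone, had 1851 ± 162 and 1335 ± 133 normalized counts (log2 fold change 0.47, adjusted p = 0.0121). TRPV1, a cation channel opened by heat and capsaicin, had 406 ± 51.8 and 302 ± 36 (log2 fold change 0.42, adjusted p = 0.0159). XRN1, an exonuclease that degrades RNA, had 146 ± 12.2 and 85.1 ± 15.2 (log2 fold change 0.79, adjusted p = 0.0135). ISYNA1 had 92.7 ± 22.3 normalized counts during territory establishment and 340 ± 56.1 during incubation, a log2 fold change of -1.88 (standard error 0.25, adjusted p = 3.05e-04). KCNJ10 had 527 ± 127 and 1208 ± 136 (log2 fold change -1.22, standard error 0.16, adjusted p = 3.05e-04). VTN, a glycoprotein of plasma and extracellular matrix, had 590 ± 72.9 and 1109 ± 218 (log2 fold change -0.90, adjusted p = 6.43e-04). ALDOA, an aldolase of glycolysis, had 2.91 ± 1.92 and 30.5 ± 24.6, with overlapping groups (log2 fold change -2.65, standard error 0.47, adjusted p = 0.00201). ALDOC, the aldolase of brain, had 8884 ± 1320 and 14550 ± 1440 (log2 fold change -0.72, adjusted p = 8.24e-04). Of these 9 genes, ISYNA1 and KCNJ10 were differentially expressed in all 47 alternatives tried, with a highest adjusted p of 0.0404 and 0.0469. The other 7 were not with the 9 VmT libraries alone (adjusted p from 0.111 to 0.226) or with the thalamus and midbrain score as a covariate (adjusted p from 0.0631 to 0.173). With the score their log2 fold changes were 0.46 for DCLK2, 0.51 for UBN2, 0.46 for TRPV1, 0.94 for XRN1, -0.78 for VTN, -2.68 for ALDOA and -0.56 for ALDOC. UBN2 was not without the VmT library of female 85689 (adjusted p = 0.0534), and TRPV1 was not without the unresolved VmT library (adjusted p = 0.0848).

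**Figure D1:**
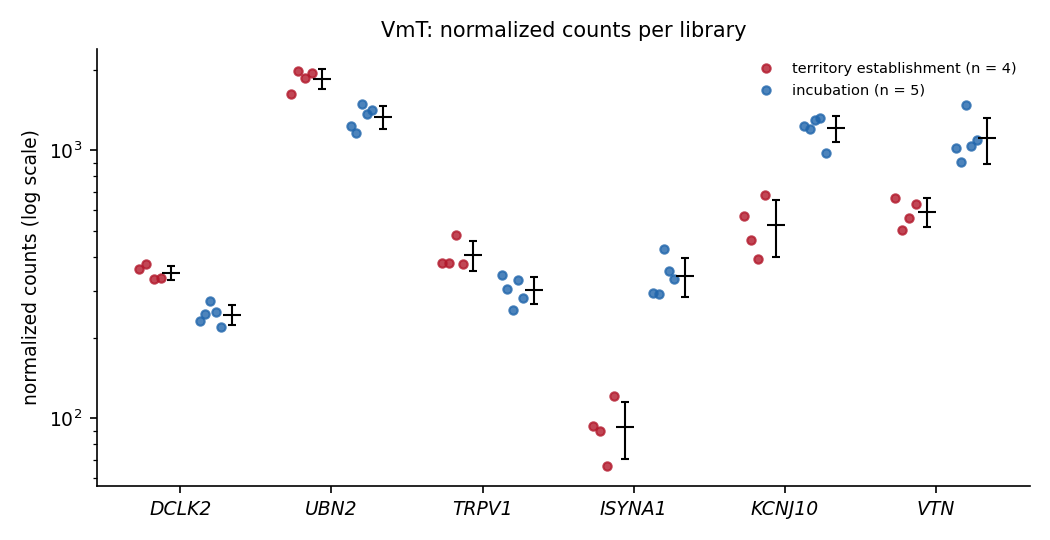
Normalized counts in the VmT (vertical axis, log scale) of DCLK2, UBN2, TRPV1, ISYNA1, KCNJ10 and VTN during territory establishment (red, n = 4 females) and incubation (blue, n = 5 females). Points are libraries and the black dash and bar give the mean ± SD. In each gene the values of the 2 stages do not overlap.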

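In the HYPO 100 transcripts were differentially expressed in limma, 57 higher during territory establishment and 43 higher during incubation. The values of the stages did not overlap in 87 of the 100. The 2 directions differed in level: 41 of the 43 transcripts higher during incubation had a mean normalized count under 50. Of 21 immediate early genes, which neurons switch on when they are active, 1 was higher during territory establishment (4 when adjusted over the list alone) and 0 were lower. Their median log2 fold change was 0.33 (camera adjusted p = 0.0014, and adjusted p = 0.694 with an estimated correlation). Of 64 genes of oxidative phosphorylation, 4 were higher during territory establishment and 0 during incubation (13 and 5 when adjusted over the list alone). Their median was 0.11 and their mean -0.02, and camera called them higher during territory establishment (adjusted p = 0.00398, and adjusted p = 0.865 with an estimated correlation). COX5B, a subunit of cytochrome c oxidase, had 1095 ± 81.7 normalized counts during territory establishment (SD, n = 4) and 678 ± 42.6 during incubation (SD, n = 5), a log2 fold change of 0.69 (adjusted p = 0.0153). Of 67 mitochondrial ribosomal proteins, 1 was higher during territory establishment (9 when adjusted over the list alone; camera adjusted p = 5.53e-04, and adjusted p = 0.865 with an estimated correlation). Of 27 chaperones of the endoplasmic reticulum, 0 passed over all genes in limma, with 5 higher during territory establishment when adjusted over the list alone (camera adjusted p = 0.00684, and adjusted p = 0.842 with an estimated correlation). None of these 4 lists was called without the HYPO library of female 85689 (camera adjusted p = 0.0878, 0.218, 0.159 and 0.199 in this order), nor the chaperones without that of female 85694 (0.0597). The count of 100 was 272 or 52 without the HB library of female 85694 or 85774, 40, 11, 6, 20, 784, 20, 5 or 16 without the HYPO library of female 85674, 85689, 85691, 85694, 85757, 85840, 85889 or 85899, and 285 or 197 without the VmT library of female 85757 or 85889. It was 40 with the female as a replicate block, 236 with the HYPO libraries alone, 725 with array weights, 49 with no trend, 833 with the first residual component and 39 with the percentage of mapped pairs as a covariate, and 445 with DESeq2. In alternatives chosen after the data were seen it was 25 with a mean of at least 50, 923 without the 3 libraries of female 85757, 53 with the unresolved library in the block as female 85691, and 0 with the sum of low transcripts as a covariate. COX5B did not pass without the HYPO library of female 85689 (adjusted p = 0.0727), 85691 (0.0716), 85840 (0.0577) or 85889 (0.0537), or with that sum (0.426, at the same log2 fold change of 0.69). In the HYPO that sum was mostly higher during incubation, so a fit with it loses precision. A call lost with it does not show that the sum explains the stage difference.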

The HYPO had 188 DEG (*n* = 93 genes up-regulated during territory establishment and *n* = 95 genes up-regulated during incubation; Fig. 1a, c). The most significant up-regulated genes during territory establishment in the HYPO were involved in immune function (e.g., B-cell lymphoma 6 protein; BCL6) and glucocorticoid signaling (e.g., corticotropin-releasing hormone; CRH), while those up-regulated during incubation were involved in synaptic plasticity, most notably amyloid beta precursor protein (APP) (Fig. 2). 

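BCL6, a transcriptional repressor of lymphocytes, was higher in the HYPO during territory establishment, with 1020 ± 168 normalized counts (SD, n = 4) against 507 ± 39.3 during incubation (SD, n = 5). Its log2 fold change was 1.00 (standard error 0.15, adjusted p = 0.00564). CRH, the hypothalamic peptide that starts the release of glucocorticoids, had 162 ± 47.9 and 71.8 ± 22.9 (log2 fold change 1.16, standard error 0.22, adjusted p = 0.0144). DUSP4, a phosphatase that switches off MAP kinases, had 387 ± 44.5 and 214 ± 20.9 (log2 fold change 0.85, adjusted p = 0.0144). STX5, a syntaxin of transport between endoplasmic reticulum and Golgi, had 266 ± 22.8 and 164 ± 29.8 (log2 fold change 0.71, adjusted p = 0.0101). CISH, an inhibitor of cytokine and prolactin signaling through STAT5, was higher during incubation, with 168 ± 10.7 and 313 ± 26.4 (log2 fold change -0.89, standard error 0.15, adjusted p = 0.0101). The transcript of APP that Table S1 names had 0 reads in all 4 HYPO libraries of territory establishment and 13.0 ± 9.72 normalized counts during incubation. The incubation mean was 14.9 times a floor of 3 reads over those 4 libraries, a value of 0.874. This ratio leaves out the spread between females, whose values ran from 1.41 to 24.2 during incubation. In limma, on the values plus 1, the log2 fold change was -3.4 (adjusted p = 0.0101). The transcripts of PLCB4, a phospholipase C, and DDX17, an RNA helicase, were also at 0 in those 4 libraries. They had 11 ± 5.77 and 13.9 ± 8.73 normalized counts during incubation, means that were 12.6 and 15.9 times that floor (adjusted p = 0.00564 and 0.0124 from limma). The most abundant transcripts of these 2 genes, with means of 1656 and 9073, did not pass (log2 fold change -0.17 and 0.01, standard error 0.19 and 0.08). CRH did not pass without the HYPO library of female 85689 (adjusted p = 0.0727), 85691 (0.0597), 85694 (0.0504), 85889 (0.0537) or 85899 (0.0551). DUSP4 did not without that of 85689 (0.0727), 85691 (0.065) or 85889 (0.0537), CISH without that of 85691 (0.053), APP without that of 85889 (0.0508), and DDX17 without that of 85691 (0.053) or 85889 (0.0508). With the sum of low transcripts as a covariate, an alternative chosen after the data were seen, adjusted p was 0.195 for BCL6 and CISH, 0.426 for CRH and STX5 and 0.468 for DUSP4. Their log2 fold changes were then 0.91, -0.91, 1.13, 0.63 and 0.71. The transcripts of APP, PLCB4 and DDX17 are part of that sum.

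**Figure D2:**
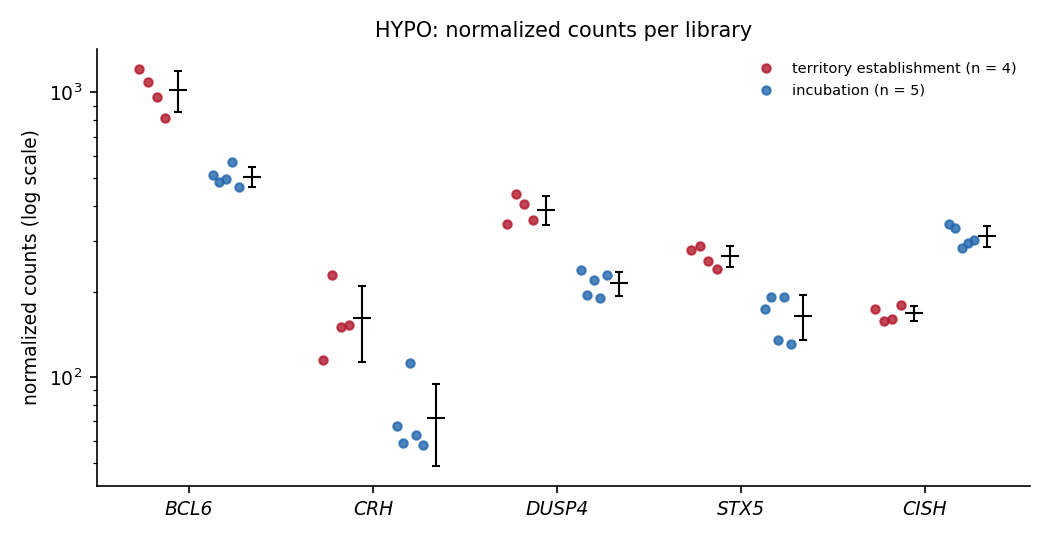
Normalized counts in the HYPO (vertical axis, log scale) of BCL6, CRH, DUSP4, STX5 and CISH during territory establishment (red, n = 4 females) and incubation (blue, n = 5 females). Points are libraries and the black dash and bar give the mean ± SD. The values of the stages do not overlap, and CISH is the gene that is higher during incubation.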

The VmT and HYPO shared 55 DEG (Fig. 1a), and the log_2_ fold change of these overlapping genes was significantly negatively related (linear regression: β = − 0.24, F_1,53_ = 4.04, *p* = 0.049). 

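In limma 31 transcripts were differentially expressed in both the VmT and the HYPO, where 3.53 would be expected of independent lists. Of these, 30 were higher during incubation in the VmT and higher during territory establishment in the HYPO (1.77 expected), and 1, FADS1, was higher during incubation in both (1.33 expected). The 30 include STX5 and NDUFS8, a subunit of complex I of the respiratory chain. NDUFS8 had 110 ± 22.4 and 196 ± 48.1 normalized counts in the VmT during territory establishment and incubation (SD, n = 4 and 5), a log2 fold change of -0.81 (standard error 0.17, adjusted p = 0.00559). In the HYPO it had 232 ± 30.2 and 129 ± 14.1 (log2 fold change 0.84, standard error 0.17, adjusted p = 0.0189). In the VmT STX5 had 168 ± 13.4 and 235 ± 24.6 (log2 fold change -0.48, standard error 0.12, adjusted p = 0.0224). The 30 were picked by opposite calls in this same fit, so the limma test of the difference between regions was bound to call them. It called all 30, with adjusted p from 1.1e-04 to 6.8e-04, which is no further evidence. For FADS1 the difference was not called (adjusted p = 0.85). Regressed on the VmT, the HYPO log2 fold change of the 31 had a slope of -0.70 (standard error 0.27), without FADS1 one of -0.82 (standard error 0.12), and over all 19473 transcripts the slope was -0.33 (standard error 0.01). Transcripts are not independent replicates, so these errors describe the scatter between transcripts. The count of 31 was 69 or 17 without the HB library of female 85694 or 85774, 10, 2, 2, 9, 147, 3, 2 or 4 without the HYPO library of female 85674, 85689, 85691, 85694, 85757, 85840, 85889 or 85899, and 53, 77, 51, 20 or 53 without the VmT library of female 85694, 85757, 85774, 85840 or 85889. It was 11 with the female as a replicate block, 0 in separate fits of each region, 147 with array weights, 17 with no trend, 180 with the first residual component and 13 with the percentage of mapped pairs as a covariate, and 141 with DESeq2. In alternatives chosen after the data were seen it was 15 with a mean of at least 50, 190 without the 3 libraries of female 85757, 17 with the unresolved library in the block as female 85691, and 0 with either the thalamus and midbrain score or the sum of low transcripts as a covariate. The slope was above 0 without the HB library of female 85774 (0.083 over 17 shared transcripts) or the HYPO library of female 85674 (0.545 over 10) or 85694 (0.548 over 9). It was so too with the female as a replicate block (0.646 over 11, and 0.383 over 17 with the unresolved library as 85691), with the percentage of mapped pairs as a covariate (0.532 over 13), with edgeR (0.165 over 26) and with a mean of at least 50 (0.4 over 15). These fits include FADS1 where it was shared, and no slope without it was fitted in these settings. They therefore do not show that the other shared transcripts changed direction. Without the HYPO library of female 85840 or 85899 there were 3 and 4 shared transcripts, too few for a slope. NDUFS8 did not pass in the HYPO without the HYPO library of female 85689 (adjusted p = 0.0727), 85691 (0.0941), 85694 (0.0534), 85840 (0.0687), 85889 (0.0674) or 85899 (0.0551), or with the sum of low transcripts as a covariate (0.491, log2 fold change 0.73). In the VmT its adjusted p was 0.153 with the VmT libraries alone and 0.283 with the thalamus and midbrain score as a covariate (log2 fold change -0.58), and that of STX5 was 0.161 and 0.172 (log2 fold change -0.54 with the score). STX5 did not pass in the VmT without the unresolved VmT library (0.0731) or the VmT library of female 85889 (0.0722).

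**Figure D3:**
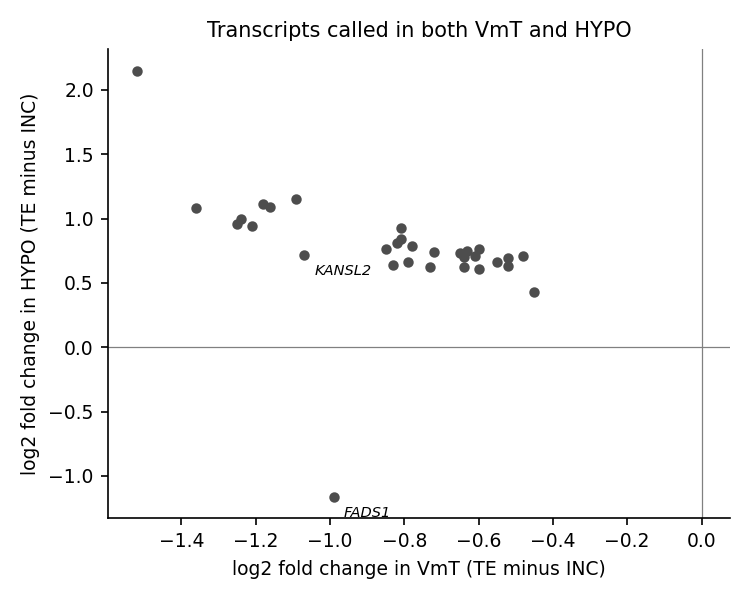
Log2 fold changes of territory establishment over incubation in the VmT (horizontal axis) and in the HYPO (vertical axis) of the 31 transcripts differentially expressed in both regions, each a point. In 30 of them the fold change is below 0 in the VmT and above 0 in the HYPO, and FADS1 is below 0 in both.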

The single DEG in the HB (i.e., FADS1) was differentially expressed in all three brain regions and was consistently up-regulated during incubation (Fig. 1a). 

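FADS1, the desaturase that makes polyunsaturated fatty acids from dietary precursors, was higher during incubation in each of the 3 regions. In the HB it had 229 ± 49.2 normalized counts during territory establishment (SD, n = 4) and 553 ± 77.4 during incubation (SD, n = 5). The log2 fold change was -1.28 (standard error 0.19, adjusted p = 0.00452 from limma). In the VmT the counts were 249 ± 41 and 500 ± 117 (log2 fold change -0.99, standard error 0.19, adjusted p = 0.00331), and in the HYPO 266 ± 80 and 576 ± 66.4 (log2 fold change -1.16, standard error 0.19, adjusted p = 0.00834). In every region the lowest value of incubation was above the highest of territory establishment (exact permutation test, two-sided, p = 0.0159 in each region, the smallest that 4 against 5 females allow). The fold change in the VmT differed from that in the HYPO by 0.17 (standard error 0.27) and from that in the HB by 0.29 (standard error 0.27), and neither difference passed the test (adjusted p = 0.848 and 0.934). FADS1 did not pass in the HB with the HB libraries alone (adjusted p = 0.0511), in the VmT with the VmT libraries alone (0.117) or with the thalamus and midbrain score as a covariate (0.109, log2 fold change -0.94), or in the HYPO with the sum of low transcripts as a covariate (0.149, log2 fold change -1.18). Besides FADS1, a second HB transcript passed without the HB library of female 85674 or 85899, which makes 2. The FADS1 values above are of the transcript that Table S1 names. Another FADS1 transcript, with a mean of 23.44, had 15.88 ± 7.57 and 23.65 ± 10.7 normalized counts in the VmT, with overlapping groups. It did not pass there in limma (log2 fold change -0.591, standard error 0.433, adjusted p = 0.568).

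**Figure D4:**
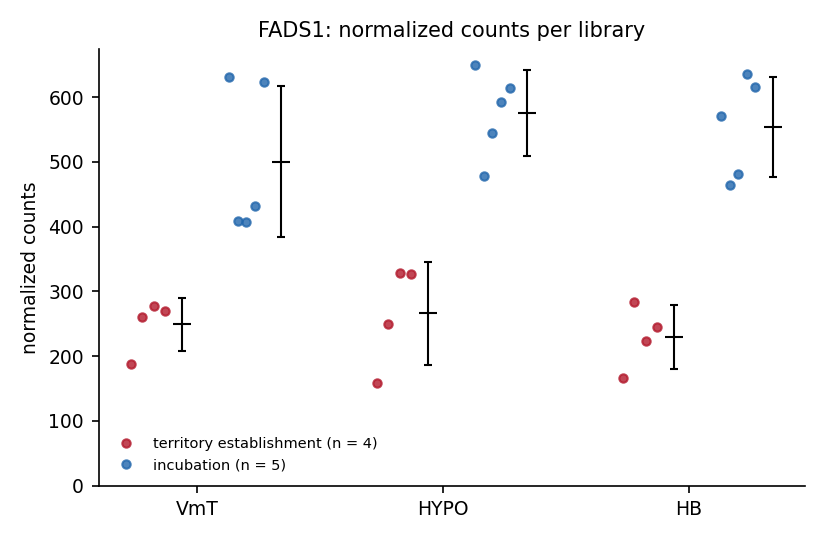
Normalized counts of FADS1 (vertical axis, from 0) in the VmT, HYPO and HB during territory establishment (red, n = 4 females) and incubation (blue, n = 5 females). Points are libraries and the black dash and bar give the mean ± SD. In each region every incubating female lies above every female of territory establishment.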

Due to there being only one DEG in the HB, subsequent analyses focus solely on the VmT and HYPO. For the full list of DEG, see Additional file 1: Table S1.

**Fig. 1:**
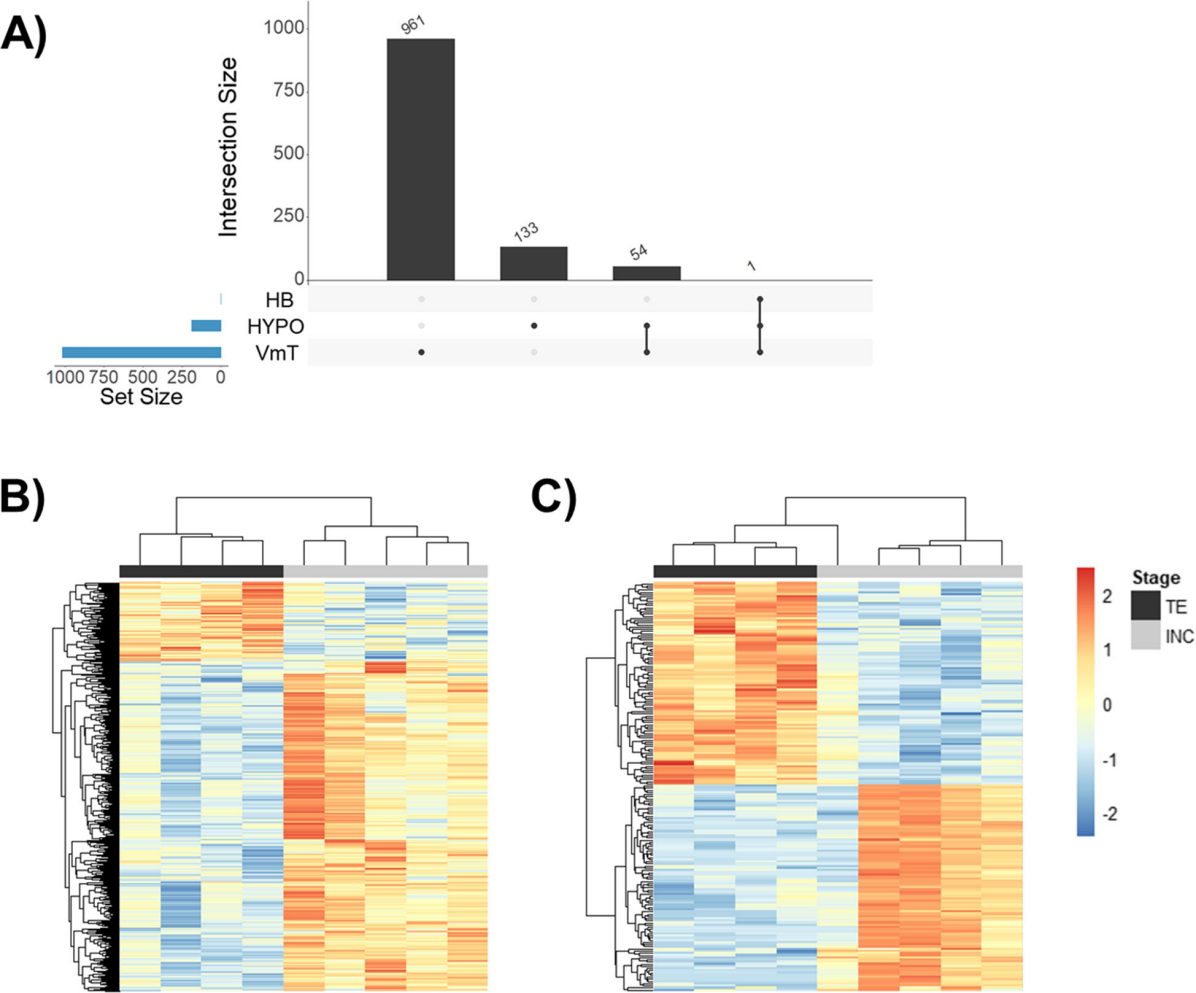
**a** UpSet plot depicting the number of unique and shared differentially expressed genes in the ventromedial telencephalon (VmT), hypothalamus (HYPO), and hindbrain (HB) from females collected during territory establishment (TE) and incubation (INC) breeding stages. Intersection size is the number of differentially expressed genes and the black dots on the x-axis represent whether these genes are present or absent in that set (i.e., VmT, HYPO, and/or HB). Heatmaps depicting differentially expressed genes between TE (dark gray) and INC (light gray) in (**b**) VmT and (**c**) HYPO. Each column is an individual and each row is a gene. Heatmaps are scaled across rows to allow for comparisons of gene expression across individuals. Color indicates log(FPKM+ 1); blue (lower) and red (higher) expression. Rows and columns are clustered using Euclidean distance

**Fig. 2:**
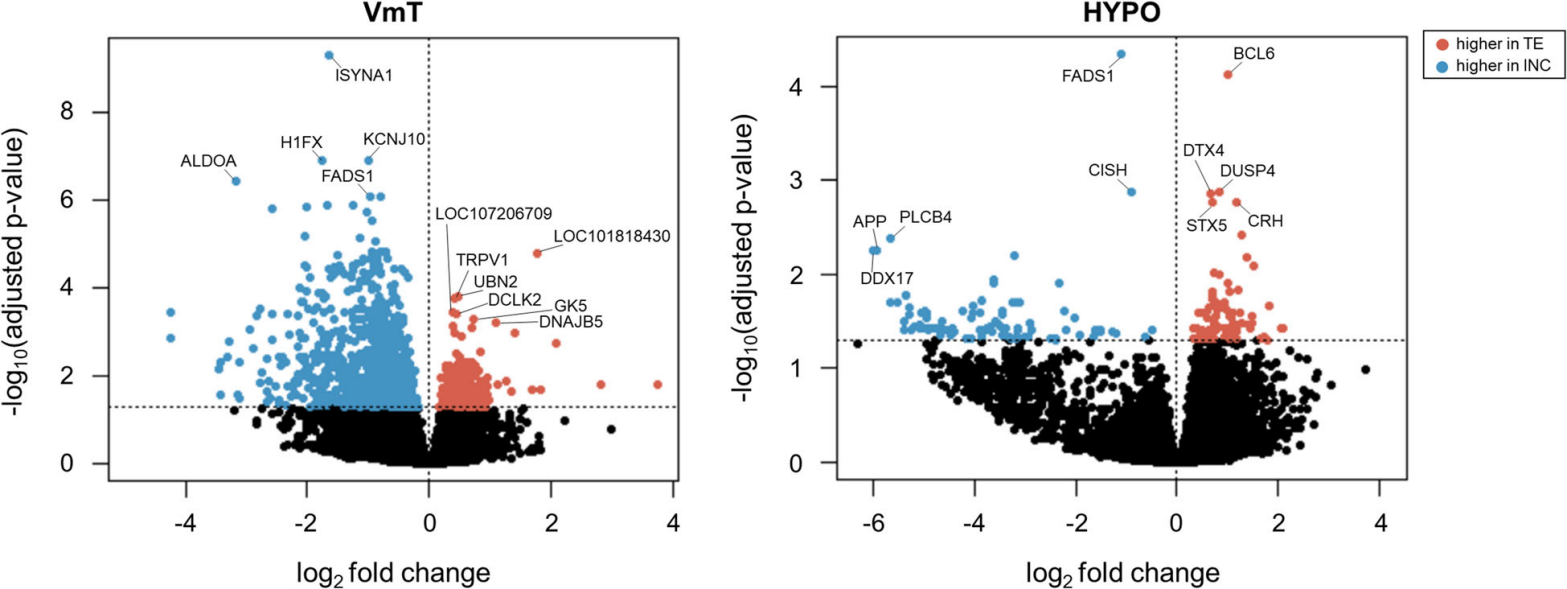
Volcano plots depicting the log_2_ fold change and corresponding -log_10_ adjusted *p*-value of all genes detected in the ventromedial telencephalon (VmT) and hypothalamus (HYPO). Differentially expressed genes (DEG; p_adj_ < 0.05) are shown in color (red, up-regulated in territory establishment [TE]; blue, up-regulated in incubation [INC]). Genes that did not have significant differences in expression between TE and INC are shown in black. The top 5 up- or down-regulated DEGs are annotated, using the LOC prefix for uncharacterized genes

### Functional enrichment analyses of DEGs

In the VmT and HYPO, where hundreds of genes were differentially expressed between breeding stages, we analyzed biological process, molecular function, and cellular component Gene Ontology (GO) terms for all genes with differential patterns of expression between territory establishment and incubation. In the VmT, DEGs up-regulated during territory establishment were enriched for terms related to activity (e.g., visual perception, response to hypoxia, and carbohydrate metabolic processes), neuroplasticity (e.g., actin filament and postsynaptic density), and cellular damage (e.g., telomeric DNA binding and oxidation-reduction processes) (Fig. 3). 

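Of the VmT transcripts that Table S2 prints for these terms, each was higher during territory establishment here too, and a part passed the test. For carbohydrate metabolic processes 3 of 8 members were differentially expressed in limma, for response to hypoxia 2 of 6 and for visual perception 1 of 3. For actin filament bundle assembly the count was 1 of 3, for postsynaptic density 1 of 4, for telomeric DNA binding 1 of 3 and for oxidation-reduction processes 3 of 10. The study chose these members on these samples, so the counts are not independent evidence of a direction. EXT2, a polymerase of heparan sulfate chains and a member of the carbohydrate term, had 834 ± 71.4 normalized counts during territory establishment (SD, n = 4) and 646 ± 49.1 during incubation (SD, n = 5), a log2 fold change of 0.37 (standard error 0.08, adjusted p = 0.0114). GK5, a putative glycerol kinase and a member of the same term, had 150 ± 20 and 91.2 ± 28.5 (log2 fold change 0.76, standard error 0.19, adjusted p = 0.0227). ADAM10, a protease of the cell surface and a member of the postsynaptic term, had 210 ± 19.3 and 157 ± 13.4 (log2 fold change 0.42, standard error 0.11, adjusted p = 0.027), and its most abundant transcript, with a mean of 276.9, did not pass (log2 fold change 0.21, standard error 0.11). EXT2 did not pass without the VmT library of female 85689 (adjusted p = 0.0531) or the unresolved VmT library (0.0513), GK5 without the VmT library of female 85689 (0.0749), 85774 (0.0599) or 85840 (0.0697) or the unresolved one (0.0777), and ADAM10 without that of female 85689 (0.0729), 85694 (0.0623) or 85774 (0.0594) or the unresolved one (0.0847). In a fit of the VmT libraries alone the adjusted p was 0.189, 0.238 and 0.226, and with the thalamus and midbrain score as a covariate 0.273, 0.17 and 0.151 (log2 fold changes 0.31, 0.85 and 0.49).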

DEG up-regulated during incubation in the VmT contributed to processes like immune defense (e.g., CD4-positive T cell differentiation and response to virus) and transcriptional regulation, including histone acetylation (Fig. 3). 

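Transcripts that Table S2 prints for response to virus and for T cell differentiation were all higher in the VmT during incubation, and 7 of 13 and 1 of 3 of them were differentially expressed in limma. The study chose them on these samples, so this is not independent evidence of a direction. GATA3, a transcription factor of T helper cells that also marks neurons of the thalamus and midbrain, had 34 ± 21 normalized counts during territory establishment (SD, n = 4) and 104 ± 41.3 during incubation (SD, n = 5), a log2 fold change of -1.83 (standard error 0.38, adjusted p = 0.00607). It stands in the fixed list of thalamus and midbrain genes as well. UNC13D, which primes the granules of cytotoxic cells for release, had 1.27 ± 0.481 and 6.09 ± 2.57 (log2 fold change -1.60, standard error 0.40, adjusted p = 0.0211). SASH3, an adapter protein of lymphocytes, had 7.13 ± 3.41 and 15.4 ± 3.44 and did not pass (log2 fold change -1.09, standard error 0.35, adjusted p = 0.0885). UNC13D did not pass without the VmT library of female 85674 (adjusted p = 0.0593), 85689 (0.0734) or 85899 (0.0604) or the unresolved VmT library (0.0506), or with quantile normalization (0.0968), and SASH3 passed without that of female 85694 (0.0383). With just the 9 VmT libraries the adjusted p of GATA3 and UNC13D was 0.202 and 0.135, and with the thalamus and midbrain score as a covariate that of UNC13D was 0.297 (log2 fold change -1.42).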

In the HYPO, DEG related to nuclear receptor activity and negative regulation of growth were highly expressed during territory establishment, while DEG related to neuroplasticity (e.g., myelin sheath, microtubules, and postsynaptic density), signaling (e.g., chemical synaptic transmission and stress-activated MAPK signaling), and DNA damage were highly expressed during incubation (Fig. 3). 

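RXRA, the retinoid X receptor that pairs with many other nuclear receptors, was higher in the HYPO during territory establishment, with 168 ± 16 normalized counts (SD, n = 4) against 109 ± 11.1 during incubation (SD, n = 5). Its log2 fold change was 0.62 (standard error 0.14, adjusted p = 0.0437 from limma). NR2F1, an orphan nuclear receptor, had 174 ± 23.4 and 103 ± 18.6 and did not pass (log2 fold change 0.76, standard error 0.19, adjusted p = 0.0589). DNAJB2, a chaperone printed for negative regulation of growth, had 832 ± 81.1 and 622 ± 79.4 and did not pass either (log2 fold change 0.43, standard error 0.11, adjusted p = 0.0617). Of the transcripts that Table S2 prints, 1 of 3 for nuclear receptor activity and 1 of 4 for negative regulation of cell growth were differentially expressed. For incubation these counts were 1 of 7 for myelin sheath, 1 of 4 for the microtubule associated complex, 3 of 6 for postsynaptic density, 1 of 6 for chemical synaptic transmission, 1 of 5 for the stress-activated MAPK cascade and 1 of 3 for response to DNA damage. All had the direction of their term, but the study chose them on these samples, so this is not independent evidence. The counts above are from limma. DESeq2, the tool of the study, called all HYPO transcripts of Table S1 from the recovered reads, 93 of territory establishment and 95 of incubation. These members are among them, and the samples are the same, so that is not independent evidence either. RXRA had an adjusted p of 0.0652 with the female as a replicate block (0.0539 with the unresolved library as female 85691), 0.0528 with no trend and 0.0534 over transcripts with a mean of at least 50. It did not pass without the HYPO library of female 85674, 85689, 85691, 85694, 85840, 85889 or 85899, the HB library of female 85674, 85691, 85774 or 85899 or the VmT library of female 85840 (adjusted p from 0.0515 to 0.127), or with the sum of low transcripts as a covariate (0.491, log2 fold change 0.62). NR2F1 passed without the HB library of female 85694 (0.0426), the HYPO library of female 85757 (0.0197) or the VmT library of female 85757 (0.0418) or 85889 (0.0428), and DNAJB2 without the HB library of female 85694 (0.0464), the HYPO library of female 85757 (0.0157) or the VmT library of female 85757 (0.0385). Both also passed with array weights (0.0182 and 0.0299), the first residual component (0.00404 and 0.0216), DESeq2 (0.0247 and 0.017) and without the 3 libraries of female 85757 (0.016 and 0.0064), and NR2F1 with the HYPO libraries alone (0.044).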

For a full list of GO terms, see Additional file 1: Table S2.

**Fig. 3:**
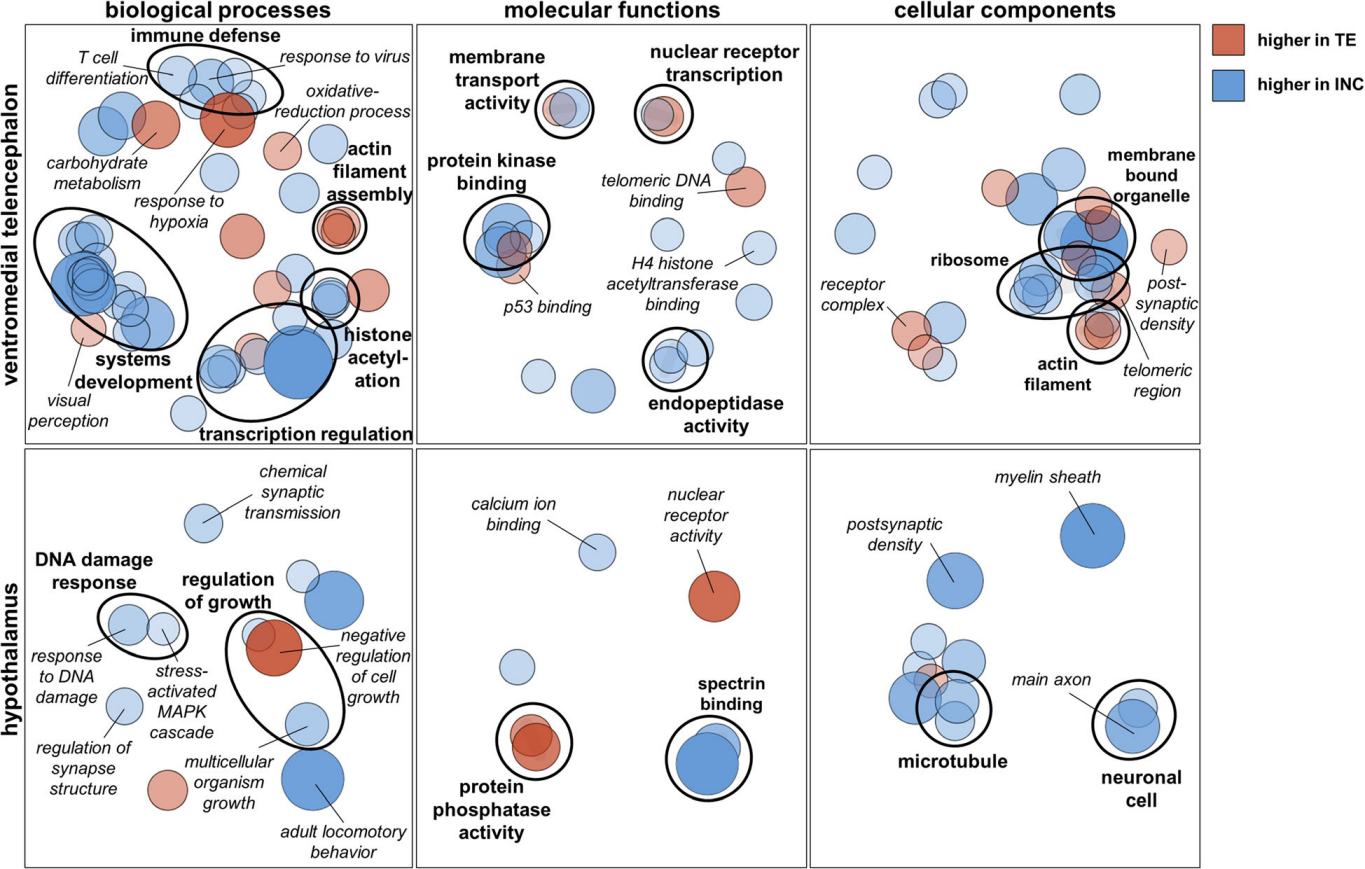
Major biological processes, molecular functions, and cellular components regulated in response to breeding stage (territory establishment [TE] or incubation [INC]) for each brain region as revealed by Gene Ontology (GO) analyses. Each circle represents a GO term; color and shading indicate significance (larger and darker is more significant, all *p* < 0.01). GO terms are clustered based on semantic similarity. All GO terms have > 3 genes. See Additional file 1: Table S2 for the full list

### Candidate genes in the context of aggression

We manually investigated the list of DEG for *a priori* identified candidate genes that had previously been implicated in the neurobiological control of aggression, including genes along the following pathways: catecholamines, serotonin, amino acids, nitric oxide, sex steroids, glucocorticoids, nonapeptides, histamine, neurotrophic factors, prolactin, and opioids [36]. We identified 81 genes along these pathways in our dataset (see Additional file 1: Table S3). Within the VmT, key sex steroid and glutamate signaling genes were up-regulated during territory establishment (5α-reductase [SRD5A1] and glutamate metabotropic receptor 5 [GRM5]); however, we saw up-regulation of genes in non-steroidal pathways during incubation, including prolactin-related signaling (prolactin regulatory element binding [PREB]) and nonapeptide-related signaling (i.e., vasotocin [VT] and arginine vasopressin receptor 1A [AVPR1A]), although the fold change for AVPR1A was low (Fig. 4). 

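Of the 81 candidate genes 80 were measured, and in the VmT limma called 2 of them. SRD5A1 was higher during territory establishment and PREB, which activates the prolactin promoter, was higher during incubation. Adjusted over the list alone, 1 was higher during territory establishment and 3 during incubation, and 24 had an unadjusted p under 0.05. SRD5A1 had 36.2 ± 7.4 normalized counts during territory establishment (SD, n = 4) and 19.5 ± 6.27 during incubation (SD, n = 5), with overlapping groups (log2 fold change 0.89, standard error 0.25, adjusted p = 0.0465). PREB had 32 ± 14 and 80.8 ± 38.4, also with overlap (log2 fold change -1.33, standard error 0.30, adjusted p = 0.0106). The 2 genes added over the list alone were HTR1A, a serotonin receptor, with 17 ± 5.99 and 33.2 ± 10.9, and GRM7, a glutamate receptor, with 435 ± 49.2 and 627 ± 78.9 (adjusted p = 0.0578 over all transcripts for both). VT, the avian vasopressin, had 63.5 ± 19.8 and 236 ± 135 and did not pass (log2 fold change -1.69, standard error 0.57, adjusted p = 0.107). AVPR1A, its receptor, had 298 ± 85.6 and 408 ± 43 (log2 fold change -0.49, standard error 0.16, adjusted p = 0.101). GABBR1 and NOSIP, also of Fig. 4, did not pass either. GABBR1, a GABA-B receptor subunit, had a log2 fold change of -0.90 (adjusted p = 0.128), and NOSIP, which binds nitric oxide synthase, one of -1.09 (adjusted p = 0.181). Leaving out any of 21 libraries took SRD5A1 past the threshold (adjusted p from 0.0502 to 0.143); it stayed below without the HYPO library of female 85674, 85689, 85757 or 85774 or the VmT library of female 85674 or 85774. SRD5A1 did not pass with array weights (0.101) or the VmT libraries alone (0.242). In alternatives chosen after the data were seen, it did not without the 3 libraries of female 85757 (0.0646), with the unresolved library in the block as female 85691 (0.0508), with the score (0.188, log2 fold change 1.08) or with the sum of low transcripts as a covariate (0.0548). PREB did not pass without the unresolved VmT library (0.0617). VT passed without the VmT library of female 85840 (0.0425) and AVPR1A without the unresolved one (0.0406). HTR1A passed without the VmT library of female 85694 (0.03) or 85774 (0.0408), as did GRM7 without the HB or HYPO library of female 85889 (0.0315 and 0.0429) or the VmT library of female 85757 (0.0295). The count of 2 was 1 without the HB library of female 85674, 85689, 85691, 85694, 85757, 85774 or 85899, the HYPO library of female 85691, 85840 or 85899, the VmT library of female 85689, 85889 or 85899 or the unresolved VmT library. It was 0 with the VmT libraries alone or with the thalamus and midbrain score as a covariate, 1 with array weights or the mean over all transcripts of a symbol and 9 with DESeq2, and edgeR and leaving out the VmT library of female 85840 each gave 4. In alternatives chosen after the data were seen it was 1 with a mean of at least 50, with the unresolved library in the block as female 85691 or with the sum of low transcripts as a covariate. With the female as a replicate block HTR1A passed (0.0471). With DESeq2 VT (0.0249), NOSIP (0.0319), HTR1A (0.0292) and GRM7 (0.0263) passed, and with edgeR VT did (0.0275). Without the 3 libraries of female 85757 GRM7 (0.033) and GABBR1 (0.0454) passed, and with the first residual component GRM7 did (0.0408).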

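Of the 80 candidate genes measured in the HYPO, 1 was higher during territory establishment in limma, 0 were higher during incubation and 79 did not pass. The counts adjusted over the list alone were also 1 and 0, and 12 genes had an unadjusted p under 0.05. The gene was CRH. Without the HYPO library of female 85689, 85691, 85694, 85889 or 85899, and with the sum of low transcripts as a covariate, the count was 0 (CRH log2 fold change 1.13 with the sum). It was 3 with the HYPO libraries alone or with array weights, and 2 with the first residual component as a covariate or without the 3 libraries of female 85757. In the HB 0 of the 80 passed in limma, with 5 at an unadjusted p under 0.05.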

The only differentially expressed candidate aggression-related gene in the HYPO was related to glucocorticoid signaling (i.e., CRH), which was up-regulated during territory establishment (Fig. 2).

**Fig. 4:**
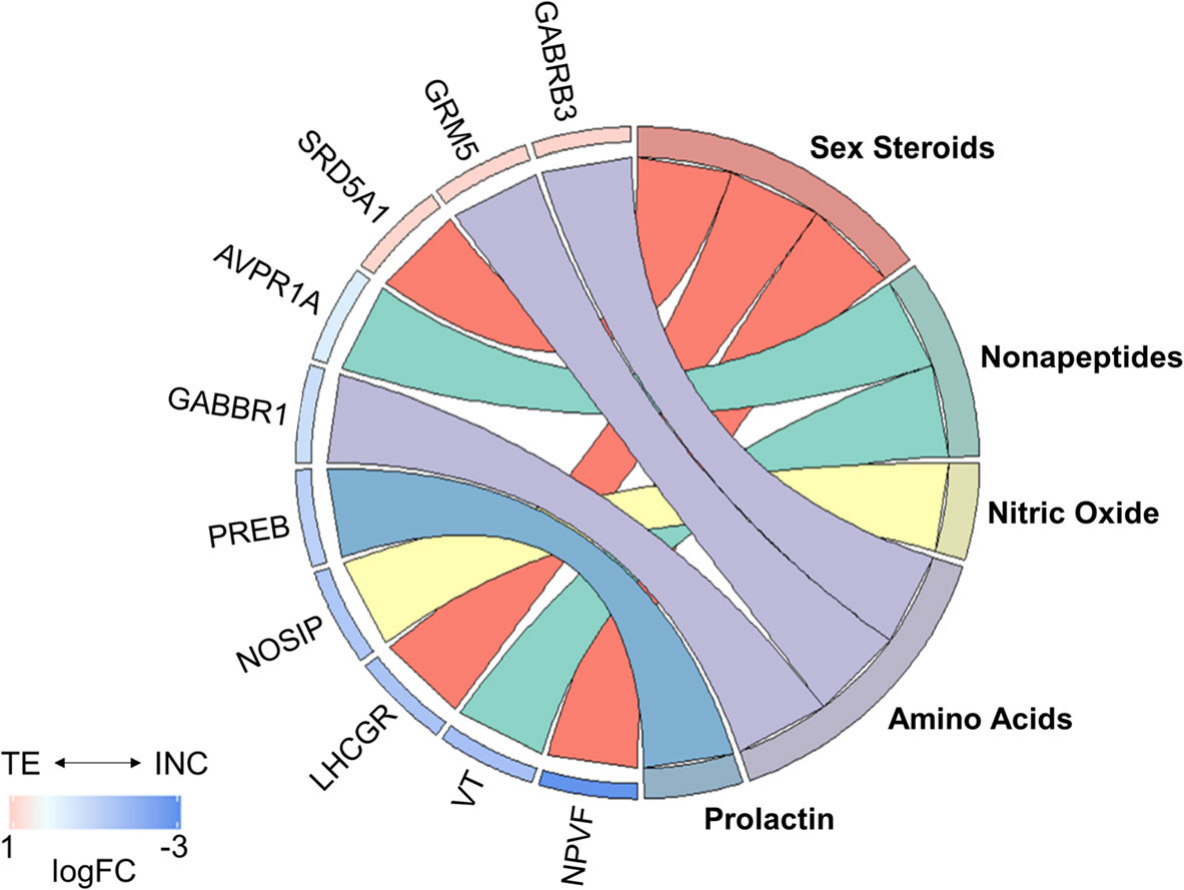
GOChord plot of candidate aggression genes differentially expressed in the ventromedial telencephalon (all p_adj_ < 0.05). The genes are linked to their assigned pathway via colored ribbons. Genes are ordered according to the observed log_2_ fold change (LogFC), which is displayed in descending intensity next to the selected genes from red (higher expression during territory establishment [TE]) to blue (higher expression during incubation [INC])

## Discussion

The adult vertebrate brain is capable of extensive seasonal neuroplasticity, yet little is known about the underlying genomic changes that occur within the breeding season, particularly in females. Here, we show that expression of hundreds of genes in VmT and HYPO, but not HB, change as females shift from competing for territories to providing parental care. Many of these genes are associated with neuroplasticity-related processes highlighted in previous research on the transition from non-breeding to breeding condition in male songbirds [13, 14], suggesting these pathways may be relevant even on relatively short timescales. We additionally found genomic patterns suggestive of potentially important trade-offs between metabolism/activity and self-maintenance. Finally, our results show candidate genes related to aggression are more diverse later in the breeding season, suggesting a switch to non-steroidal mechanisms of aggression, similar to what is seen in the mammalian maternal brain [36]. Together, these data offer insight into the diverse neurogenomic mechanisms that accommodate the shift from competitor to parent in females, which endure the strongest reproductive costs but are paradoxically the least studied of the sexes.

The brain region that showed the greatest plasticity in relation to breeding stage was the VmT. This region is strongly associated with the regulation of social behaviors [34, 54], and past work in female birds shows high immediate early gene activity in this region in response to conspecific intrusions [55]. We found that many more genes were up-regulated during incubation compared to territory establishment. This genomic plasticity may have been facilitated by epigenetic mechanisms, as genes associated with histone acetylation, which typically make genes more accessible to transcription [56], were among those up-regulated during incubation. 

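KANSL2, a subunit of the NSL complex that acetylates histones, was higher in the VmT during incubation. It had 56.5 ± 8.32 normalized counts during territory establishment (SD, n = 4) and 120 ± 15.3 during incubation (SD, n = 5), a log2 fold change of -1.07 (standard error 0.16, adjusted p = 8.24e-04 from limma). MCRS1, another subunit of that complex, had 265 ± 36.1 and 392 ± 17.1 (log2 fold change -0.57, standard error 0.11, adjusted p = 0.00345), and TADA3, a subunit of the SAGA complex, had 411 ± 18.1 and 598 ± 65.9 (log2 fold change -0.54, standard error 0.12, adjusted p = 0.0109). Of 34 measured genes of histone acetylation, 5 were higher during incubation, 0 during territory establishment and 29 did not pass, and the 5 were the same number when adjusted over the list alone (median -0.08, camera adjusted p = 0.0368, and adjusted p = 0.255 with an estimated correlation). Of 24 genes of histone deacetylation, the opposite reaction, 21 did not pass, 3 were higher during incubation and 0 during territory establishment, with 3 and 0 over the list alone (median -0.11, camera adjusted p = 0.0423, and adjusted p = 0.206 with an estimated correlation). They were GATAD2B, a subunit of the repressive NuRD complex (209 ± 20 and 330 ± 16.8, log2 fold change -0.66, adjusted p = 0.00117), and the deacetylases HDAC4 (60.8 ± 21.5 and 148 ± 64.7, -1.25, adjusted p = 0.00964) and HDAC5 (6.69 ± 5.57 and 29.3 ± 23.1, -1.99, adjusted p = 0.0181). Of the 3 transcripts that Table S2 prints for histone H4-K5 acetylation, KANSL2 and MCRS1 passed, which is not independent evidence since the study chose them on these samples. Both stand in the fixed list of histone acetylation as well. Camera did not call the acetylation list without the unresolved VmT library (adjusted p = 0.0718) or that of female 85694 (0.15), 85774 (0.062) or 85889 (0.0888), nor the deacetylation list without these (0.139, 0.118, 0.0808 and 0.0578) or that of female 85757 (0.106). H1FX, a linker histone, had 389 ± 93.4 and 583 ± 173 and did not pass (log2 fold change -0.57, adjusted p = 0.065). HDAC4 did not pass without the unresolved VmT library (adjusted p = 0.0563), HDAC5 without that library (0.0975) or the VmT library of female 85689 (0.0715), 85889 (0.0654) or 85899 (0.0528), and H1FX passed without that of female 85674 (0.0393) or 85840 (0.0249), with the first residual component (0.0437) or with DESeq2 (0.0392). Fitted on the VmT libraries alone, the adjusted p of KANSL2, MCRS1, TADA3, GATAD2B, HDAC4 and HDAC5 lay between 0.111 and 0.233, and with the thalamus and midbrain score as a covariate between 0.0631 and 0.189 (log2 fold changes -0.99, -0.56, -0.52, -0.64, -1.29 and -2.22). The paper reasons that histone acetylation typically makes genes more accessible to transcription, and that genes of this process were among those up-regulated when many more genes were up-regulated during incubation. From this it proposes that epigenetic mechanisms may have facilitated the plasticity of the VmT.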

One explanation for why there would be more up-regulated genes during incubation could be that females are shifting to a more “complex” maternal brain, with enhanced cognitive flexibility, emotional regulation, and social attentiveness [57]. Alternatively, regulation of social behavior may occur through a more refined pathway requiring fewer neurogenomic changes during territory establishment, allowing females to quickly respond to intruders. This idea is consistent with our finding that fewer candidate genes for aggression are up-regulated during territory establishment. Likewise, this echoes a report on male song sparrows (*Melospiza melodia*), which responded to territorial challenges with fewer DEG during the breeding season than the non-breeding season [14]. Regardless, our data highlight the potentially important role of neurogenomic plasticity in the VmT in females.

The brain plays a critical role in upstream regulation of many of the processes central to competition, parental care, and self-maintenance, and likely facilitates phenotypic adjustments in these traits across the breeding season. 

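Few genes of the actin cytoskeleton and of synapses passed in the VmT, and camera called none of the lists given here. Of 37 measured genes of the actin cytoskeleton, 1 was higher during territory establishment and 2 during incubation in limma, with the same counts when adjusted over the list alone (camera adjusted p = 0.501, and 0.784 with an estimated correlation). The first was ACTN1, an actinin that crosslinks actin filaments, with 1614 ± 259 normalized counts during territory establishment (SD, n = 4) and 1240 ± 68.8 during incubation (SD, n = 5), a log2 fold change of 0.37 (standard error 0.09, adjusted p = 0.0198). Of 32 genes of the postsynaptic density, 0 were higher during territory establishment and 4 were higher during incubation (2 and 5 when adjusted over the list alone; camera adjusted p = 0.302, and 0.784 with an estimated correlation). Of 32 genes of presynaptic vesicle release, 0 and 3 were (0 and 4 over the list alone; median 0.05 and mean -0.02, camera adjusted p = 0.747, and 0.874 with an estimated correlation). CPLX2, a complexin that holds vesicles ready for release, had 1231 ± 375 and 2136 ± 508 (log2 fold change -0.82, standard error 0.20, adjusted p = 0.0156). Of 22 glutamate receptors 0 passed in limma in either direction (0 and 1 over the list alone; camera adjusted p = 0.571, and 0.784 with an estimated correlation). Of 21 immediate early genes 0 passed (0 and 0 over the list alone; camera adjusted p = 0.478, and 0.784 with an estimated correlation). ACTN1 did not pass without the VmT library of female 85674 (adjusted p = 0.0803) or 85689 (0.126), and CPLX2 did not without the unresolved VmT library (0.0874) or that of female 85889 (0.0585). When the VmT libraries were fitted alone, the adjusted p was 0.238 and 0.167, and with the thalamus and midbrain score as a covariate 0.661 and 0.186 (log2 fold changes 0.18 and -0.85).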

We found that during territory establishment, when females are actively engaged in acrobatic aerial fights, genes related to neuroplasticity (e.g., actin filament and postsynaptic density) and glutamate receptors were up-regulated in the VmT, suggestive of high neural activity. We also found that DCLK2, a member of a family of doublecortin genes commonly used as a proxy of neurogenesis [58, 59], had higher expression during territory establishment. 

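The fixed list for neurogenesis, which does not hold DCLK2, did not pass as a group in the VmT. Of 28 measured genes of the fixed list for neurogenesis, 0 were higher in the VmT during territory establishment and 1 was higher during incubation in limma (1 and 1 when adjusted over the list alone; camera adjusted p = 0.674, and 0.784 with an estimated correlation). That gene was TUBB3, a tubulin of young and mature neurons, with 1195 ± 340 normalized counts during territory establishment (SD, n = 4) and 2246 ± 308 during incubation (SD, n = 5), a log2 fold change of -0.94 (standard error 0.15, adjusted p = 0.00117). Of 40 genes of microtubules and axonal transport, 1 was higher during territory establishment and 5 during incubation (1 and 6 over the list alone; median 0.06 and mean -0.06, camera adjusted p = 0.519, and 0.784 with an estimated correlation). The 1 was DCLK2 itself, whose most abundant transcript, with a mean of 2841, passed in limma (log2 fold change 0.34, adjusted p = 0.0427). Another DCLK2 transcript, with a mean of 68.89, did not pass (log2 fold change -0.10, adjusted p = 0.92). Tubulins were among the 5, TUBA1A for example with 6358 ± 1010 and 10680 ± 1520 (log2 fold change -0.75, standard error 0.13, adjusted p = 0.00132). In a fit of the VmT libraries alone the adjusted p was 0.127 for the DCLK2 transcript of the earlier result and 0.117 for both tubulins. With the thalamus and midbrain score as a covariate it was 0.173 for that DCLK2 transcript, 0.1 for TUBB3 and 0.0857 for TUBA1A (log2 fold changes 0.46, -0.74 and -0.70).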

Enhanced neuroplasticity in the VmT during a time of social instability could reflect a high demand for processing social information [60–62]. In support of this, we found high expression both of a DnaJ heat shock protein (DNAJB5) previously shown to be elevated when animals observe fights [63] and of a glutamate receptor (GRM5) that may encode social experiences to promote stronger responses to future aggression [64, 65]. Additionally, DEG up-regulated during territory establishment were enriched for processes that could facilitate aggression, like carbohydrate metabolism, visual perception, and response to hypoxia. This is consistent with observations that central processing of visual and other sensory signals are important during social interactions [66], and metabolic processes are an evolutionarily conserved response to territory defense [45]. However, elevated activity and metabolism likely come at a cost. 

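DNAJB5, a heat shock protein, had 402 ± 216 normalized counts in the VmT during territory establishment (SD, n = 4) and 220 ± 47.1 during incubation (SD, n = 5). Its log2 fold change of 0.76 (standard error 0.24) did not pass in limma (adjusted p = 0.0718), and 1 library, that of female 85689, had 726 where the other 3 of its stage had 282 to 303. GRM5, a glutamate receptor that couples to calcium release, had 70.2 ± 27.7 and 46.5 ± 18.3 with overlapping groups, and its log2 fold change of 0.59 (standard error 0.29) did not pass either (adjusted p = 0.319). Of 33 heat shock proteins, 0 were higher during territory establishment and 1 was higher during incubation (0 and 1 when adjusted over the list alone). Their median log2 fold change was 0.17 and camera called the list as higher during territory establishment (adjusted p = 0.0368, and adjusted p = 0.784 with an estimated correlation). Camera did not call it without the VmT library of female 85689 (0.122), 85694 (0.128), 85774 (0.133) or 85899 (0.113). With the female as a replicate block DNAJB5 had an adjusted p of 0.0436, and it also passed with edgeR (0.0394), with DESeq2 (0.0153) and with the first residual component as a covariate (0.0487), whereas no alternative that was run called GRM5.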

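Fixed lists of glycolysis and of the response to hypoxia did not rise as groups in the VmT during territory establishment. They are other gene sets and another test than the enriched terms of the paper. EXT2 and GK5, members of its carbohydrate term, are not in the glycolysis list. Of 23 measured genes of glycolysis, 0 were higher during territory establishment and 3 during incubation in limma (1 and 4 when adjusted over the list alone; camera adjusted p = 0.186, and 0.784 with an estimated correlation). Of 26 genes of the response to hypoxia 0 passed in either direction (0 and 2 over the list alone; camera adjusted p = 0.983, and 0.981 with an estimated correlation). No list for vision had been fixed. The 2 transcripts of Table S2 for response to hypoxia that passed include that of ARNT2, a partner of hypoxia-inducible factors in neurons, with 171 ± 29.8 normalized counts during territory establishment (SD, n = 4) and 113 ± 16.4 during incubation (SD, n = 5; log2 fold change 0.59, standard error 0.17, adjusted p = 0.0441). The most abundant ARNT2 transcript, with a mean of 6755, did not pass (log2 fold change 0.32, standard error 0.11, adjusted p = 0.105), and the next, with a mean of 398.2, did (log2 fold change 0.57, standard error 0.15, adjusted p = 0.0273). The one for visual perception was that of MYO5A, a myosin that carries pigment granules and vesicles, with 875 ± 139 and 673 ± 72.5 and overlapping groups (log2 fold change 0.37, standard error 0.10, adjusted p = 0.0342). The most abundant one of MYO5A, with a mean of 1019, did not pass either (log2 fold change 0.29, standard error 0.11, adjusted p = 0.18). ARNT2 did not pass without the HB library of female 85674, the HYPO library of female 85691, 85889 or 85899, the unresolved VmT library or the VmT library of female 85674, 85689, 85757, 85774, 85840 or 85889 (adjusted p from 0.0512 to 0.178). MYO5A did not without the VmT library of female 85674, 85689, 85694, 85757, 85889 or 85899 (0.0559 to 0.135), with quantile normalization (0.0555) or with no trend (0.0512). With array weights the adjusted p of ARNT2 and MYO5A was 0.0905 and 0.053, and without the 3 libraries of female 85757 0.0926 and 0.067. In all, 16 of 47 alternatives ended the call of ARNT2, not all of them named here. With just the 9 VmT libraries the adjusted p was 0.191 and 0.282, and with the thalamus and midbrain score as a covariate 0.455 and 0.26 (log2 fold changes 0.49 and 0.38).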

High neural activity can make neurons more susceptible to DNA damage and cell death [67]. Accordingly, functions related to cellular damage, like p53 binding and telomeric DNA binding, were enriched during territory establishment. Furthermore, genes related to immune processes (e.g., T cell differentiation and viral responses) were down-regulated during territory establishment relative to incubation, suggesting that self-maintenance may be deprioritized during territory establishment. 

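CTC1, a subunit of the complex that replicates and protects telomeres, was higher in the VmT during territory establishment, with 760 ± 110 normalized counts (SD, n = 4) against 599 ± 32.6 during incubation (SD, n = 5). Its log2 fold change was 0.33 (standard error 0.10, adjusted p = 0.0487 from limma). TP53BP1, which binds p53 and marks breaks in DNA, had 414 ± 37.5 and 336 ± 34.5. Its values did not overlap between the stages, but its log2 fold change of 0.30 (standard error 0.11) did not pass (adjusted p = 0.119), and of the 3 transcripts that Table S2 prints for p53 binding 0 passed in limma. Of 35 measured genes of DNA damage and telomeres in the fixed list, 1 was higher during territory establishment and 4 during incubation (3 and 4 when adjusted over the list alone; camera adjusted p = 0.983, and 0.981 with an estimated correlation). Leaving out any of 22 libraries took CTC1 past the threshold (adjusted p from 0.0509 to 0.178); it stayed below without the HYPO library of female 85694 or 85840, the VmT library of female 85674 or 85757 or the unresolved VmT library. Its adjusted p was 0.0508 with quantile normalization, 0.0564 with array weights, 0.0547 with robust empirical Bayes, 0.0671 with no trend and 0.0537 with the sum of low transcripts as a covariate. Fitted on the VmT libraries alone, the adjusted p of CTC1 was 0.276, and with the thalamus and midbrain score as a covariate it was 0.276 (log2 fold change 0.35).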

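Few of the immune genes in fixed lists passed the test in the VmT. Of 25 measured genes of T and B lymphocytes, 1, GATA3, was higher during incubation and 0 during territory establishment in limma (3 and 0 when adjusted over the list alone; camera adjusted p = 0.289, and 0.784 with an estimated correlation). Of 32 antiviral and interferon genes, 1 was higher during incubation (2 over the list alone; camera adjusted p = 0.983, and 0.981 with an estimated correlation). Of 27 genes of microglia and macrophages, the immune cells of the brain, 1 was (1 over the list alone; camera adjusted p = 0.979, and 0.981 with an estimated correlation). Of 22 genes of complement and the acute phase 2 were higher during incubation and 0 during territory establishment (2 and 0 over the list alone). Their median log2 fold change was -0.28 (camera adjusted p = 0.0368, and adjusted p = 0.255 with an estimated correlation). Camera did not call them without the unresolved VmT library (0.0643) or that of female 85689 (0.062), 85694 (0.0586), 85757 (0.068), 85840 (0.0518) or 85899 (0.121). The 2 were VTN, which inhibits the last step of complement, and CLU, a secreted chaperone that does the same and is made by astrocytes. CLU had 43.9 ± 18.5 normalized counts during territory establishment (SD, n = 4) and 102 ± 35.7 during incubation (SD, n = 5; log2 fold change -1.23, standard error 0.33, adjusted p = 0.0367). CLU did not pass without the VmT library of female 85689 (adjusted p = 0.127), 85889 (0.106) or 85899 (0.077) or the unresolved VmT library (0.148), or with quantile normalization (0.0569), array weights (0.0725) or no trend (0.0567). When the VmT libraries were fitted alone, the adjusted p was 0.187 for CLU, 0.111 for VTN and 0.202 for GATA3, and with the thalamus and midbrain score as a covariate it was 0.248 for CLU and 0.0631 for VTN (log2 fold changes -1.30 and -0.78).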

Alternatively, females may be more immune-challenged during incubation causing immune processes to be up-regulated during this stage relative to territory establishment. In either case, these findings suggest females may favor more energetically expensive states in the VmT during territory establishment, and this may come at the expense of self-maintenance.

The HYPO also showed signs of potential trade-offs between physiology and behavior, particularly during incubation, when genes associated with neuroplasticity were elevated. The HYPO is an important regulator of reproductive and parental behaviors [34], which may explain why mechanisms of neural activity were increased during this stage. Many of the genes up-regulated during incubation were associated with neuronal components (e.g., postsynaptic density, microtubules, and myelin sheath) and processes (e.g., synaptic transmission and MAPK signaling), along with decreased expression of genes that negatively regulate cell growth. 

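The HYPO transcripts of neuronal terms that passed were higher during incubation and all had low counts. Of the 25 transcripts that Table S2 prints for the terms of incubation named in the text, 7 were differentially expressed in limma and 23 had a mean under 50. DESeq2 on the recovered reads called all 95 HYPO transcripts that Table S1 gives as higher during incubation, which include these 25. DYNC1I1, a chain of the motor protein dynein, had 0.531 ± 0.617 normalized counts during territory establishment (SD, n = 4) and 15.1 ± 7.3 during incubation (SD, n = 5). RTN4, a protein of myelin that limits axon growth, had 1.14 ± 1.34 and 19.4 ± 12.1, EPB41L3, which anchors membrane proteins to the cytoskeleton, had 0.245 ± 0.491 and 11.8 ± 8.46, and PKM, the pyruvate kinase of glycolysis, had 5.01 ± 0.761 and 71.9 ± 47.2. Their adjusted p was 0.0376, 0.0376, 0.0376 and 0.0392. MBP, myelin basic protein, had 44.3 ± 18.5 and 126.2 ± 66.1 and did not pass (adjusted p = 0.131), nor did CALM2, a calmodulin, with 15.1 ± 2.54 and 203 ± 148 (adjusted p = 0.0811). The most abundant transcripts of the same genes did not pass in limma. Over all libraries RTN4 had one with a mean of 27150 (log2 fold change -0.04, standard error 0.11), PKM one of 10890 (0.05, standard error 0.10), MBP one of 5928 (-0.05, standard error 0.13) and DYNC1I1 one of 1109 (-0.12, standard error 0.12). Fixed lists, which use the most abundant transcripts, did not pass as groups. Of 23 genes of myelin and oligodendrocytes 0 passed in the HYPO (2 higher during territory establishment and 1 during incubation when adjusted over the list alone; camera adjusted p = 0.423, and 0.885 with an estimated correlation). Of 32 genes of the postsynaptic density 0 passed (0 and 0 over the list alone; camera adjusted p = 0.661, and 0.921 with an estimated correlation). Of 40 genes of microtubules and axonal transport 1, the tubulin TUBA3E, was higher during territory establishment with 269 ± 40.1 and 159 ± 30.5 (6 and 5 over the list alone; camera adjusted p = 0.548, and 0.87 with an estimated correlation). With the female as a replicate block DYNC1I1, RTN4, EPB41L3, PKM and TUBA3E had adjusted p of 0.054, 0.054, 0.0522, 0.064 and 0.0536 (for the first 4 of them 0.0507, 0.0528, 0.052 and 0.0607 with the unresolved library as female 85691), and with the percentage of mapped pairs as a covariate 0.0815, 0.0778, 0.0821, 0.0848 and 0.0639. With a pseudocount of 0.1 DYNC1I1 and RTN4 had 0.0598 and 0.0673, with no trend DYNC1I1, RTN4 and EPB41L3 each had 0.0542 and PKM had 0.0665, and with robust empirical Bayes PKM had 0.0526. With the sum of low transcripts as a covariate TUBA3E had 0.502 (log2 fold change 0.67), and the other 4 are part of that sum. Each of these 5 failed without the HYPO library of female 85674, 85689, 85691, 85694, 85840, 85889 or 85899 (adjusted p from 0.0515 to 0.127). DYNC1I1, RTN4 and PKM also failed without that of female 85774 (0.0594, 0.0573 and 0.0568) and PKM without the HB library of female 85774 (0.0514). MBP passed without the HYPO library of female 85757 (0.017) and CALM2 without that library (0.0093) or the VmT library of female 85757 (0.0439). Both passed with the first residual component (0.00703 and 2e-05), DESeq2 (0.0491 and 0.00794) and without the 3 libraries of female 85757 (0.0152 and 0.00244), and CALM2 with array weights (0.0196) and edgeR (0.0478).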

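The fixed list of DNA damage and telomeres did not pass as a group in the HYPO (camera adjusted p = 0.439, and 0.865 with an estimated correlation). Of its 35 measured genes, 1 was higher during territory establishment and 0 during incubation in limma (1 and 0 when adjusted over the list alone). Of the 3 transcripts that Table S2 prints for response to DNA damage, 1 passed in limma, that of BCLAF1, a nuclear protein of transcription and repair. It was at 0 normalized counts in all 4 libraries of territory establishment and at 6.7 ± 4.71 during incubation (SD, n = 5). That mean was 7.67 times a floor of 3 reads over the 4 libraries, a ratio that leaves out the spread between females (adjusted p = 0.0234 from limma). The most abundant transcript of BCLAF1, with a mean of 1468, did not pass (log2 fold change -0.05, standard error 0.08). BCLAF1 did not pass without the HYPO library of female 85674 (adjusted p = 0.0606), 85689 (0.0727), 85691 (0.0716), 85694 (0.0708), 85889 (0.0947) or 85899 (0.0856). Its adjusted p was 0.0579 with the percentage of mapped pairs as a covariate (log2 fold change -2.52).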

We also found indications of a cost to enhanced neural plasticity, as cellular DNA damage response was also enriched. These findings largely parallel those of seasonal comparisons between breeding and non-breeding male songbirds. For example, microtubules [14] and cell growth-related processes [13] have also been suggested to play a role in increased seasonal neuroplasticity and morphological changes in the song control center, respectively. Protein kinases, such as those involved in the MAPK signaling pathway found here, are also implicated in the control of synaptic plasticity in the adult brain [68]. Additionally, one of the most significant DEG during incubation was APP, which plays an important role in neuronal plasticity and may be involved in social responsiveness during the non-breeding season [14]. However, our data suggest that such plasticity may come at some cost. For instance, CRH, which activates the hypothalamic-pituitary-adrenal (HPA) axis, was down-regulated during incubation. 

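APP has transcripts in the data that differ in level by orders of magnitude. Besides the 2 compared here, a low one titled isoform X1 had 6.1 ± 4.28 normalized counts in the VmT during territory establishment (SD, n = 4). During incubation it had 7.3 ± 10.7 (SD, n = 5) and did not pass in limma (log2 fold change 0.221, standard error 1.067, adjusted p = 0.955). The most abundant APP transcript had 3191 ± 432 normalized counts in the HYPO during territory establishment (SD, n = 4) and 3148 ± 306 during incubation (SD, n = 5), a log2 fold change of 0.01 that did not pass in limma (adjusted p = 0.98). In the VmT it had 3213 ± 371 and 3300 ± 576 (adjusted p = 0.95), and in the HB 2846 ± 235 and 3031 ± 346 (adjusted p = 1). The transcript of Table S1, at 0 in the HYPO libraries of territory establishment, had 8.33 ± 5.47 and 4.37 ± 2.34 in the HB and 0.621 ± 0.875 and 0.766 ± 1.22 in the VmT, and neither difference passed (adjusted p = 1 and 0.99).

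**Figure D5:**
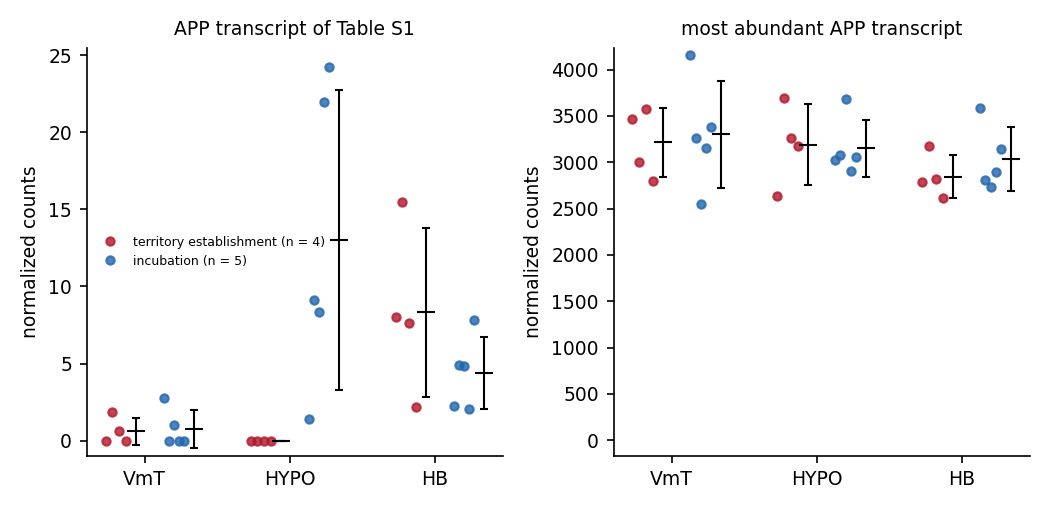
Normalized counts (vertical axes) of the APP transcript of Table S1 and of the most abundant APP transcript in the VmT, HYPO and HB, during territory establishment (red, n = 4 females) and incubation (blue, n = 5 females). Points are libraries and the black dash and bar give the mean ± SD. The first is at 0 in all 4 HYPO libraries of territory establishment, and the second has similar means in both stages of every region.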

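CRH was higher during territory establishment in the mean of every region, and in the HYPO it passed the test. It also stands in the fixed list of genes that mark the hypothalamus. Camera called that list higher in the HYPO during territory establishment (median 0.54, adjusted p = 0.00684), but not with an estimated correlation. The call was lost without the HYPO library of female 85689, 85694 or 85899. In the VmT it had 155 ± 21.9 normalized counts during territory establishment (SD, n = 4) and 109 ± 24.4 during incubation (SD, n = 5; log2 fold change 0.52, adjusted p = 0.228 from limma). In the HB it had 129 ± 20.3 and 81.3 ± 22.8 (log2 fold change 0.69, adjusted p = 1). The fold change in the HYPO was not shown to differ from these: VmT minus HYPO was -0.64 (standard error 0.31, adjusted p = 0.287) and HYPO minus HB was 0.47 (standard error 0.31, adjusted p = 1). Of 15 measured genes of the hypothalamic-pituitary-adrenal axis, CRH was the 1 that was higher in the HYPO during territory establishment and 0 were higher during incubation (1 and 2 when adjusted over the list alone; median 0.16 and mean -0.02, camera adjusted p = 0.639, and 0.87 with an estimated correlation). Of 19 genes that respond to glucocorticoids, 1, BCL6, was higher during territory establishment and 0 during incubation (1 and 0 over the list alone). Their median log2 fold change was 0.23 (camera adjusted p = 0.00403, and adjusted p = 0.694 with an estimated correlation), and without the HYPO library of female 85689 camera did not call them (adjusted p = 0.2).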

Many seasonally breeding birds attenuate the stress response during reproduction because it tends to inhibit reproductive and parental functions [69], but this may also leave animals without appropriate coping mechanisms [70]. While stress responsiveness across the breeding season remains to be more directly tested in tree swallows, parental behaviors are negatively affected by brief elevations in corticosterone [71, 72]. Thus, females may benefit from suppressing the HPA axis during this time. Altogether, our data show that mechanisms of neuroplasticity are heighted in the HYPO during incubation, perhaps to shift trade-off resolution away from self-maintenance and toward parental care.

The HB showed the lowest plasticity across the breeding season, despite past work suggesting it is socially responsive [35]. 

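In the HB limma called 1 of 19473 transcripts, with 647 at an unadjusted p under 0.05, and edgeR and DESeq2 also called 1. Camera called 5 gene lists at the preset correlation, and each call was lost with an estimated correlation. Of 64 genes of oxidative phosphorylation 0 passed, with a median log2 fold change of 0.09 (camera adjusted p = 0.00182, and 0.936 with an estimated correlation). Of 25 thalamus and midbrain genes 0 passed, with a median of -0.20 (camera adjusted p = 0.00294, and 0.936 with an estimated correlation). Of 17 genes of prolactin and STAT5 signaling 0 passed, with a median of -0.15 (camera adjusted p = 0.0181, and 0.529 with an estimated correlation). Of 8 pituitary genes 0 passed, with a median of -1.21 (camera adjusted p = 0.0181, and 0.936 with an estimated correlation). It was lost without 1 library of incubation, that of female 85889, where the median was 0.31 and the camera adjusted p 0.968. That library had 82800 normalized counts of PRL, prolactin, against 0 to 195 in the other 8 HB libraries, a gene singled out after its values were seen. Of 27 chaperones of the endoplasmic reticulum 0 passed, with a median of 0.13 (camera adjusted p = 0.0192, and 0.936 with an estimated correlation). Adjusted over the list alone, 0 genes of these 5 lists passed, and fry gave an adjusted p of 0.959 for each of the 5. Camera did not call the respiratory list without the HB library of female 85840 (adjusted p = 0.117), the thalamus and midbrain list without that of female 85674 (0.0561) or 85689 (0.107), the prolactin and STAT5 list without that of 85674 (0.0582), 85689 (0.132) or 85889 (0.123), the pituitary list without that of 85689 (0.206) or 85691 (0.084) either, or the chaperones without that of 85674 (0.0561), 85689 (0.123), 85774 (0.0675) or 85840 (0.092). Without the HB library of female 85674 or 85689 the 5 lists fell to 2 and 1, and without that of female 85757 they rose to 9. They were 9 with edgeR, 8 with DESeq2 and 10 with the mean over all transcripts of a symbol, and in alternatives chosen after the data were seen 9 without the 3 libraries of female 85757, 3 with the thalamus and midbrain score and 2 with the sum of low transcripts as a covariate.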

The HB’s vital role in basic functioning, such as energy balance and various autonomic processes [73], may ensure a genomic equilibrium is generally maintained across breeding stages. 

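Of 25 measured genes of fatty acid synthesis, in the HYPO and in the HB 1 was higher during incubation, FADS1 itself, and 0 were higher during territory establishment (1 and 0 when adjusted over the list alone in both; camera adjusted p = 0.378 and 0.0621, and 0.865 and 0.936 with an estimated correlation). In the VmT 2 were higher during incubation and 0 during territory establishment (3 and 0 over the list alone; camera adjusted p = 0.498, and 0.784 with an estimated correlation). The second was SREBF1, the transcription factor that switches on lipid synthesis, with 26.3 ± 14.2 normalized counts during territory establishment (SD, n = 4) and 73.5 ± 26.3 during incubation (SD, n = 5), a log2 fold change of -1.50 (standard error 0.27, adjusted p = 0.00225 from limma). Of 23 genes of sterol synthesis 2 were higher in the VmT during incubation and 0 during territory establishment (2 and 2 over the list alone; camera adjusted p = 0.82, and 0.946 with an estimated correlation). One was EBP, with 35.2 ± 14.4 and 126.4 ± 61.4 (log2 fold change -1.78, standard error 0.29, adjusted p = 0.00117). In a fit of the VmT libraries alone the adjusted p of SREBF1 and EBP was 0.138 and 0.127, and with the thalamus and midbrain score as a covariate 0.289 and 0.0508 (log2 fold changes -0.81 and -1.95).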

We did find one DEG (i.e., FADS1), which had significantly higher expression during incubation in all three brain regions. FADS1 encodes a key enzyme in fatty-acid synthesis, which is essential for proper brain functioning. It is not yet clear whether this shift relates to the putatively higher cognitive demands of the maternal brain [57] or it may instead reflect seasonal dietary changes toward aquatic insects, which have higher levels of fatty acid precursors [74, 75]. The up-regulation of this gene during incubation across three distinct areas of the brain suggests that it is likely critical to the transition across the breeding season.

As a secondary goal, we examined expression of aggression-related genes across the breeding season. Female tree swallows are an ideal system for examining plasticity in mechanisms of aggression because they remain defensive of their territories throughout the breeding season [51], but have much lower circulating T levels during incubation compared to the early breeding season [49, 50]. Most research on the seasonal plasticity of aggression has focused on sex steroids [10, 16–18, 38–41]. 

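Genes of sex steroid synthesis and signaling did not move as a group in the VmT. Of 28 measured, 1 was higher during territory establishment and 0 during incubation in limma (1 and 1 when adjusted over the list alone; median 0.03 and mean -0.18, camera adjusted p = 0.923, and 0.944 with an estimated correlation). The 1 was SRD5A1, the 5α-reductase. In the HYPO SRD5A1 had 41.4 ± 12 normalized counts during territory establishment (SD, n = 4) and 28.3 ± 9 during incubation (SD, n = 5; log2 fold change 0.55, adjusted p = 0.31). In the HB it had 41.6 ± 7.89 and 32.7 ± 3.02 (log2 fold change 0.33, adjusted p = 1). The fold change in the VmT was not shown to differ from that in the HYPO, with a difference of 0.34 (standard error 0.36, adjusted p = 0.739).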

We did find that SRD5A1, which converts T into the potent androgen 5α-dihydrotestosterone (DHT), was upregulated in the VmT during territory establishment, when T levels are relatively high [49, 50]. These data point to DHT as a fruitful avenue for future research on female aggression during territory establishment. However, we found no evidence of enhanced neural steroid processing during the incubation period. The steroid-related genes that were up-regulated during incubation are either known inhibitors of gonadotropins (neuropeptide VF precursor; NPVF) or have unknown functions in the brain (luteinizing hormone receptor; LHCGR [76]). This contrasts with comparisons of breeding and non-breeding songbirds, where neurosteroid-mediated functions likely play a role in aggression when systemic T is low [10, 38–41]. Instead, our data are consistent with a switch to non-steroidal mechanisms to facilitate aggression during parental periods. 

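NPVF, the precursor of the gonadotropin-inhibitory hormone, had its highest VmT value in 1 library of incubation. During incubation the VmT had 77.8 ± 142 normalized counts (SD, n = 5), with 331 in the highest library, and during territory establishment 7.76 ± 8.86 (SD, n = 4). The log2 fold change of -2.08 (standard error 0.95) did not pass in limma (adjusted p = 0.28). The HYPO had more of it, with 577 ± 273 and 713 ± 204. LHCGR, the receptor of luteinizing hormone, had 3.38 ± 1.47 and 7.14 ± 4.07 normalized counts, and its log2 fold change of -0.78 (standard error 0.44) did not pass either (adjusted p = 0.415). NPVF passed with DESeq2 (adjusted p = 0.0315).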

Evidence from mammalian studies suggests numerous pathways that play a role in maternal care behaviors can also be co-opted for maternal aggression [36]. In agreement with this, we found that key genes associated with vasotocin (AVPR1A and VT) and prolactin (PREB, activates the prolactin promoter [77]) were up-regulated during incubation. 

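The mean of vasotocin was higher during incubation in the VmT and higher during territory establishment in the HYPO. In the HYPO VT had 595 ± 247 normalized counts during territory establishment (SD, n = 4) and 305 ± 201 during incubation (SD, n = 5), which did not pass in limma (log2 fold change 1.28, adjusted p = 0.289). The fold change in the VmT was lower than that in the HYPO by a difference that was itself called, -2.97 (standard error 0.81, adjusted p = 0.0234). PREB had 104 ± 4.17 and 56.7 ± 15.1 in the HYPO (log2 fold change 0.91, adjusted p = 0.124), and its fold change also differed between the VmT and the HYPO, by -2.23 (standard error 0.42, adjusted p = 0.0013). Of 11 measured genes of nonapeptides and their receptors 0 passed in the VmT in limma (3 higher during incubation when adjusted over the list alone; camera adjusted p = 0.233, and 0.784 with an estimated correlation). Of 17 genes of prolactin and STAT5 signaling 2 were higher in the VmT during incubation, PREB among them, and 0 during territory establishment (2 and 0 over the list alone; camera adjusted p = 0.516, and 0.784 with an estimated correlation). With just the 9 VmT libraries the adjusted p of PREB was 0.226, and with the thalamus and midbrain score as a covariate 0.103 (log2 fold change -1.50).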

Vasopressin (homologous to avian vasotocin) is strongly associated with aggression during periods of parental care in mammals [78–80], and some studies have found a link between vasotocin and aggression in birds, although these mechanisms may be species- and context-specific [81–83]. Prolactin has also been associated with maternal aggression in mammals [36, 80, 84] and birds [85, 86]. While direct links between these genes and aggression during incubation remain to be tested, these data demonstrate that female songbirds display the potential to use mechanisms of aggression that are similar to those used by female mammals during parental periods.

## Conclusions

Using a free-living, territorial female songbird, we present a comprehensive analysis of gene expression in socially relevant brain regions and how it changes across distinct breeding stages. We found evidence of neuroplasticity on par with that seen in males as they transition from non-breeding to breeding states. In addition, specific genomic signatures reveal how the female brain may resolve trade-offs between territorial aggression, self-maintenance, and parenting. As one of the first genome-wide analyses of breeding stage neuroplasticity in free-living females, these data shed new light on the genomic mechanisms that may contribute to the remarkable physiological and behavioral plasticity that occur as females transition from territory establishment to parenting.

## Methods

### Sample collection

We used 10 free-living adult female tree swallows (mass = 19.13 g ± 0.47 SE) captured during territory establishment early in the breeding season (*n* = 5 females) and during incubation (*n* = 5). Females collected during territory establishment were actively engaging in aggressive interactions at nest boxes (KAR, pers. obs.) and had recrudesced ovaries with small white follicles. Females collected during incubation had clutches of 4–6 eggs completed 3–11 days earlier out of the typical 14-day incubation period. Females were trapped in their nest boxes located in Monroe and Brown County, Indiana (39°9 N, 86°31 W) in April and May 2016 between 0900 and 1200 h. Females were euthanized with an overdose of isoflurane, followed by decapitation. Tissues were immediately collected, and brains were frozen on powdered dry ice in the field and transferred to -80 °C in the lab. All samples were collected under the approval of the Federal Fish and Wildlife Migratory Bird Permit #MB59069B-0, Indiana Scientific Purposes License #16–104, and the Indiana Department of Natural Resources. All research activities were approved by the Bloomington Institutional Animal Care and Use Committee under protocol #15–004.

### Tissue dissection, RNA isolation, and sequencing

Brains were macrodissected into functional regions, following [12, 38]. After removing the optic tecta and optic chiasm, we collected the HB at the level of the mammillary bodies, and we isolated the HYPO to the depth of the anterior commissure (including the preoptic area and ventromedial HYPO). We also collected the VmT by removing 1 mm of the ventromedial portion of the caudal telencephalon, based on the position of nucleus taeniae in other songbirds [12]. We focused on these tissues because they include nuclei that are involved in the regulation of hormones, behaviors, and energy balance, and they have been shown to respond to social challenges in earlier work [34–36]. Total RNA was extracted from each sample separately using the phenol-chloroform-based Trizol method, following the manufacturer’s instructions (Invitrogen, Carlsbad, CA). Total RNA was resuspended in water, and quality and quantity of RNA were analyzed with an Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA). Total RNA was submitted to Indiana University’s Center for Genomics and Bioinformatics for cDNA library construction using a TruSeq Stranded mRNA HT Sample Prep Kit (Illumina) following the standard manufacturing protocol. Sequencing was performed using an Illumina NextSeq 500/550 Kit v2 with a 75 bp sequencing module generating 38 bp paired-end reads. After the sequencing run, demultiplexing was performed with bcl2fastq v2.20.0.422. One sample collected during territory establishment had a RIN < 3.4 in the HB and HYPO (all other RIN > 9.0), and this sample deviated strongly from the other samples (Additional file 2: Figure S1); therefore, we removed this female (*n* = 4 territory establishment).

### RNA-seq mapping and differential gene expression

Removal of adapter sequences and quality trimming was performed on NextSeq read sequences using Trimmomatic version 0.36 [87]. The resulting reads were mapped to the reference tree swallow transcriptome obtained previously by our laboratory [53] using Bowtie2 version 2.3.4.1 [88]. Results were filtered to only included reads mapped in proper pairs, sorted, and indexed using Samtools version 1.3.1 [89]. Approx. 23 million read pairs per sample were mapped, which account for ~ 81% of the total trimmed read pairs (Additional file 1: Table S4). 

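Over the 27 libraries analysed here, the mean of the percentages of mapped pairs in Table S4 is 81.3. Over the 30 libraries that Table S4 lists, the mean is 16682134 mapped pairs and 22585421 pairs in all, and the number of mapped pairs in the paper's text is closer to the second. The reads behind the deposited values were between 48.9% and 53.4% of the mapped pairs that Table S4 gives for the same library, with the unresolved VmT library matched to female 85691. They ranged from 8803386 to 13710385 in the VmT libraries of territory establishment and from 7152856 to 10720082 in those of incubation, from 6476415 to 8308433 and from 6001315 to 9798947 in the HYPO, and from 7968535 to 9957280 and from 8264953 to 9291950 in the HB.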

Custom perl scripts were used to count mapped reads to transcripts and estimate transcript abundances based on Fragments Per Kilobase of exon per Million fragments mapped (FPKM). Transcripts with less than 10 total reads across samples were filtered. Using the *DESeq2* package (version 1.16.1) in R/Bioconductor (R version 3.4.1), we fit a negative binomial generalized linear model with a fixed effect for tissue and breeding stage for each transcript and calculated per-transcript Wald test statistics to identify significant differences [90]. *P*-values were corrected using Benjamini-Hochberg corrections and genes with an adjusted *p*-value ≤0.05 were considered as statistically differentially expressed.

### DEG enrichment analyses

GO enrichment analyses (biological process, molecular function, and cellular component) were performed separately for up- and down-regulated DEGs in the VmT and HYPO using the *topGO* package in R with the weight01 algorithm and a Fisher’s exact test (cut-off of *p* < 0.01 [91];). We removed GO terms with < 3 genes. We used REVIGO to reduce redundancy between GO terms (similarity cut-off of 0.9) and to cluster them based on semantic similarity [92]. Clustered terms were visualized in Cytoscape (v3.7.0) and annotated with AutoAnnotate [93].

## Supplementary information

**Additional file 1: Table S1.** Differentially expressed genes between territory establishment and incubation in the ventromedial telencephalon(VmT),hypothalamus(HYPO), and hindbrain(HB). **Table S2.** Old change were analyzed . The most specific terms with significant effects(Fisher’s adjusted *p* < 0.001) and that contain > 3 genes are reported. Ont = Ontology (BP = Biological Process; CC = Cellular Component.**Table S3.** List of the candidate aggression-related genes detected in our dataset. The list of relevant pathways was obtained from the literature (Nelson,2005;Filby et al.,2010) and functions are from GeneCards (https://www.genecards.org)**Table S4.** RNA-Seq mapping statics, including total read pairs from the sequencer, total read pairs after trimming, total read pairs mapped(both reads in the pair mapped to the same manuscript),and percentage mapped.

**Additional file 2: Figure S1.** Correlation matrix between samples with (A) and without (B) the outlier female #85692. Heat maps display Spearman rank correlations between all pairwise comparisons for all tissues and breeding stages. Spearman correlations were calculated using the log_2_(normalized read counts) and the genes with the lowest 25% variance were removed.

## Data Availability

Raw sequence reads can be obtained from the Gene Expression Omnibus database (GEO accession number GSE134939). The datasets used in the current study are either available in its supplementary information files or will be made available from the corresponding author on reasonable request.

## Abbreviations

ACTN1: Alpha-actinin-1
ALDOA: Fructose-bisphosphate aldolase A
APP: Amyloid beta precursor protein
AVPR1A: Arginine vasopressin receptor 1A
BCL6: B-cell lymphoma 6 protein
CDC42BPA: Serine/threonine-protein kinase MRCK alpha
CISH: Cytokine-inducible SH2-containing protein
CRH: Corticotropin-releasing hormone
DCLK2: Doublecortin like kinase 2
DDX17: Probable ATP-dependent RNA helicase DDX17
DEG: Differentially expressed genes
DHT: 5α-dihydrotestosterone
DNAJB5: DnaJ heat shock protein
DTX4: E3 ubiquitin-protein ligase DTX4
DUSP4: Dual specificity protein phosphatase 4
EBP: 3-beta-hydroxysteroid-Delta-8,Delta-7-isomerase
FADS1: Fatty acid desaturase 1
FERRITIN H: Ferritin, higher subunit
FPKM: Fragments per kilobase of exon per million fragments mapped
GABBR1: Gamma-aminobutyric acid type B receptor subunit 1
GABRB3: Gamma-aminobutyric acid receptor subunit beta-3
GK5: Glycerol kinase 5
GO: Gene ontology
GRM5: Glutamate metabotropic receptor 5
H1FX: H1 Histone Family Member X
HB: Hindbrain
HPA: Hypothalamic-pituitary-adrenal
HYPO: Hypothalamus
INC: Incubation
ISYNA1: Inositol-3-phosphate synthase 1
KCNJ10: ATP-sensitive inward rectifier potassium channel 10
LHCGR: Luteinizing hormone receptor
NOSIP: Nitric oxide synthase-interacting protein
NPVF: Neuropeptide VF precursor
PLCB4: 1-phosphatidylinositol 4,5-bisphosphate phosphodiesterase beta-4
PREB: Prolactin regulatory element binding
RFT1: RFT1 homolog
RWDD2A: RWD domain-containing protein 2A
SRD5A1: 5α-reductase
STX5: Syntaxin-5
T: Testosterone
TE: Territory establishment
TRPV1: Capsaicin receptor
UBN2: Ubinuclein-2
VmT: Ventromedial telencephalon
VT: Vasotocin
VTN: Vitronectin
XRN1: 5′-3′ exoribonuclease 1

# Supplementary material for: The neurogenomic transition from territory establishment to parenting in a territorial female songbird
**Source:** BMC Genomics. 2019 Nov 7;20:819. doi: 10.1186/s12864-019-6202-3
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Correlation matrix between samples with (A) and without (B) the outlier female #85692. Heat maps display Spearman rank correlations between all pairwise comparisons for all tissues and breeding stages. Spearman correlations were calculated using the log2(normalized read counts) and the genes with the lowest 25% variance were removed.

**Supplementary Materials**: The neurogenomic transition from territory establishment to parenting in a territorial female songbird

Alexandra B. Bentz^1,2*^, Douglas B. Rusch^1,3^, Aaron Buechlein^3^, and Kimberly A. Rosvall^1,2^

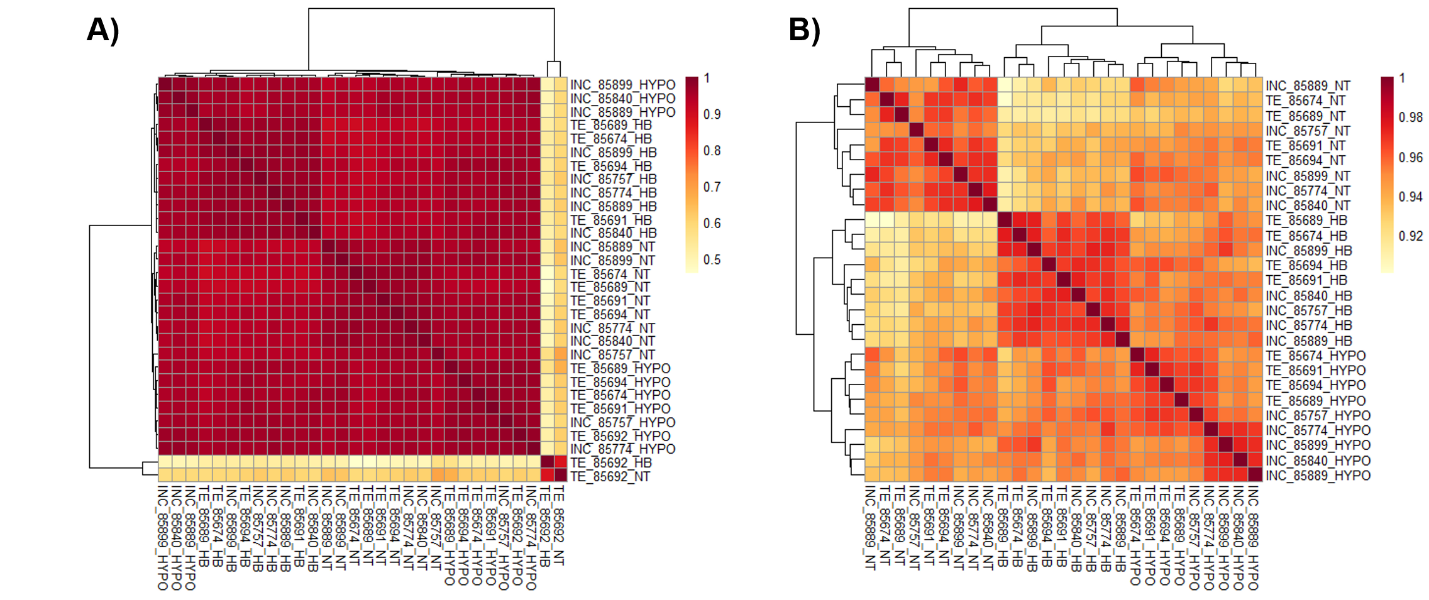

**Figure S1**. Correlation matrix between samples with (A) and without (B) the outlier female #85692. Heat maps display Spearman rank correlations between all pairwise comparisons for all tissues and breeding stages. Spearman correlations were calculated using the log_2_(normalized read counts) and the genes with the lowest 25% variance were removed.

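Over the 14604 transcripts left without those of lowest variance, Spearman's rho on log2 values had a median of 0.967 in the 48 pairs of libraries of the same region and stage, with a lowest of 0.945. It had a median of 0.962 between stages of a region, and 0.943 between regions, with a range from 0.9 to 0.969. In the HYPO the median between stages, 0.952, was not above that between the HYPO and the HB, 0.953. These are correlations across transcripts, which are not independent replicates. The HYPO and HB libraries of the removed female were not analysed here, and 1 of the 2 numbers on the unresolved VmT library is that of this female.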

How the deposited data were processed for this re-analysis (not part of the article)

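Libraries of messenger RNA were made from total RNA of the VmT, HYPO and HB of female tree swallows and sequenced. Table S4 lists 30 libraries, and the paper removed 1 female of territory establishment. Deposited values exist for 27 libraries, in each region 4 of territory establishment and 5 of incubation. The authors trimmed reads with Trimmomatic 0.36, mapped them to the tree swallow transcriptome with Bowtie2 2.3.4.1, handled alignments with SAMtools 1.3.1 and tested counts with DESeq2 1.16.1 in R 3.4.1. The deposited table holds 19478 transcripts. Its signal values were made by the authors by counting the reads of proper pairs per transcript, leaving out transcripts with few reads in all, and dividing each library by 1 size factor before deposition. Its unit had been expected to be FPKM, but the low values of each library are whole multiples of 1 step, so the values are counts divided by 1 size factor per library, between 0.71 and 1.59, and not by length. The files give no genome coordinates, and the HYPO and HB libraries of the female that the paper removed are not analysed here.

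Samples were grouped by the tissue and stage of their labels. The VmT library whose labels name 2 females, 1 of them the removed one, was kept as territory establishment and as a female of its own in the replicate block. The correlation between libraries of 1 female in that random replicate block was 0.205 over 25 pairs, with single pairs from -0.234 to 0.381, and 0.201 with the unresolved library counted as female 85691. The blocked value is given beside a result where it changes a call or moves a count by more than 1.5 times.

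The main test was limma 3.58.1 (trend, 1 fit of 6 groups) on log2 of the value plus 1, with the filter of a value of at least 1 in at least 4 libraries, Benjamini-Hochberg adjustment and a threshold of 0.05. Differences between regions were contrasts of the same fit. Adjusted p values in the text are from this test unless another tool is named. Other tools were edgeR 4.0.16, DESeq2 1.42.0 and statmod 1.5.0 in R 4.3.3, and numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 in Python 3.11.15. Read counts were recovered by dividing by the step, and DESeq2 size factors computed from them differ from the deposited steps by up to 4.32%. Gene lists, 1477 symbols of which 1251 have a transcript, were tested with camera (preset correlation 0.01 and an estimated one) and fry.

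Genes were named by a rule: every gene the paper names in its results, discussion, Fig. 2 or Fig. 4, per region and direction the 8 transcripts with a gene name and the smallest adjusted p among those called without overlap, up to 4 members per list and region, and the members that Table S2 prints for terms the text names. Some genes that the rule gives are not reported here. The values of Tables S1 to S3 had been seen when the rule was written.

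Each choice was varied in turn: pseudocount, filter, scaling, libraries in the fit, the female as a replicate block, array weights, robust fit, trend, a residual component, the percentage of mapped pairs, each library left out, count models and the transcript per gene. Alternatives added after the data were seen were a mean of at least 50, leaving out female 85757, the female block with the unresolved library as 85691, the thalamus and midbrain score, and the summed value of 1054 transcripts far below the highest of the same title. The score and the sum come from these same values and differ between the stages, the score in the VmT and the sum in the HYPO. Fits with them lose precision, so a lost call does not show that the covariate explains the stage difference. Depth was between 6001315 and 13710385 recovered reads per library. On simulated data of independent genes, with the lowest transcripts left out of the changed ones, limma called 76% of 2-fold changes in the VmT.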

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

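The 3 tests on the low HYPO transcripts, the test of a factor that varies between libraries within groups, that of the fold changes with the mapping rate and that of the ranking with both stages weighed alike were chosen after the result was seen.

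In 16 of 242 groups tested, 1 library lay apart from the others of its group, where chance gives about 1 in 20. The groups of pituitary genes in the HB were added after their values were seen. The number of transcripts at 0 was 1146 in the HYPO library of female 85757 (415 to 590 in the other 4 of incubation) and 666 in that of female 85674 (958 to 1010 in the other 3 of territory establishment). The VmT library of female 85757 had 4.466% of its total in its 10 highest transcripts (3.641 to 3.712 in the others) and a sum of 360.8 over the 41 low HYPO transcripts (55.58 to 97.27), and the HB library of female 85694 had a mean log2 value of 7.9 over the 30 opposite transcripts (7.52 to 7.57). The unresolved VmT library had 483.4 for TRPV1 (377.3 to 381.6) and 174.3 for VCAN (136.4 to 140.4), the VmT library of female 85674 had 188.5 for FADS1 (260.8 to 277.8), and that of female 85689 had 725.8 for DNAJB5 (281.8 to 303.2). In the HYPO, the library of female 85840 had 112.3 for CRH (58 to 67.6) and 532.4 for BRD8 (625.3 to 660.3), that of female 85757 had 2.817 for DYNC1I1 (14.14 to 20.77) and 8.45 for TMSB4X (51.99 to 88.81), and that of female 85674 had 0.9816 for EPB41L3 (0 in the others). In the HB, the library of female 85889 had 1448 for GH (0.9672 to 7.89 in the other 4 of incubation) and 573.5 for POU1F1 (0 to 3.381). It also had the highest values of the other 6 pituitary genes, among them PRL (82800, next 195), CGA (3354, next 317.6) and FSHB (824.9, next 12.4), which the test on the log scale did not flag.

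The difference between stages itself differed between the VmT and the HYPO for 1159 transcripts and between the VmT and the HB for 85. Among 84 transcripts of genes given by the naming rule, 54 differed between the VmT and the HYPO and 16 between the VmT and the HB. The rule picked many of these genes for a stage difference in the VmT or the HYPO in these same samples. Their share is therefore no further evidence of a difference between regions. The log2 fold change in the VmT minus that in the HYPO was ISYNA1 -2.4, KCNJ10 -1.48, VTN -0.94, ALDOC -1.15, KANSL2 -1.79, MCRS1 -0.94, TADA3 -0.8, EXT2 0.43, ALDOA -3.79, PREB -2.23, VT -2.97, TUBB3 -1.35, TUBA1A -1.19, SOX14 -2.14, SHOX2 -2.58, SREBF1 -1.91, EBP -2.83, BCAN -1.21, NCAN -1.52, LAMB1 -1.46, RPL4 -0.83, RPS29 -1.42, PSMC5 -0.94, CLU -1.76, UNC13D -2.33, NDUFS8 -1.65, NDUFV1 -2.25, CPLX2 -1.49, ARNT2 0.78, GABBR1 -1.91, NOSIP -2.23, DTX4 -1.21, STX5 -1.19, H1FX -1.08, DUSP4 -0.77, RXRA -1.34, NR2F1 -1.59, RTN4 3.76, DYNC1I1 3.9, EPB41L3 3.15, COX5B -1.21, TMSB4X 3.91, DNAJB2 -0.68, BRD8 -0.35, TUBA3E -1.61, GATAD2B -0.76, HDAC4 -2.24, HDAC5 -3.58 and GRM7 -0.86. For APP, PLCB4, DDX17 and BCLAF1, at 0 in the HYPO libraries of territory establishment, the adjusted p of that difference was 0.011, 0.0018, 0.017 and 0.017. The log2 fold change in the VmT minus that in the HB was ISYNA1 -1.95, KCNJ10 -1.37, VTN -0.76, ALDOC -0.85, KANSL2 -1.13, MCRS1 -0.68, ALDOA -3.09, TUBB3 -0.99, TUBA1A -0.94, EBP -2.09, RPS29 -1.12, PSMC5 -0.64, NDUFS8 -1.05, NDUFV1 -1.57, DTX4 -0.79 and NR2F1 -1.3.

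Table S1 does not list 128 transcripts called here in the VmT and 18 called here in the HYPO.

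The 41 HYPO transcripts higher during incubation with a mean under 50 had a median mean of 4.35, and 15 of them were at 0 in all 4 HYPO libraries of territory establishment. A change in the expression of the genes themselves is argued against by the more abundant transcripts that 30 of them share a gene with, whose median log2 fold change was -0.072 (quartiles -0.132 and 0.031) with 0 called in limma. A sequence variant carried by the incubating females is argued against by the HB of the same females, where the low transcripts had a median log2 fold change of 0.643 and 40 of 41 were higher during territory establishment. Reads from 1 outside source in a varying share per library may explain them, since over HB libraries centred within stage they had a median pairwise correlation of 0.637, against at most 0.057 in almost all of 1000 random sets. A change of rare transcript forms that moves together stays open and was not tested.

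The 30 transcripts higher in the VmT during incubation and in the HYPO during territory establishment also rose and fell together within groups, with a median pairwise correlation of 0.565 over HB libraries centred within stage (at most 0.071 in almost all random sets). A factor that varies between libraries also within groups is therefore a candidate explanation. The mapping rate as the whole of the fold changes is argued against by a fit with the percentage of mapped pairs as a covariate, which overlaps between the stages (76.4 to 83.2% and 79.1 to 83.1% in the HYPO). With it the median log2 fold change was -0.78 before and after in the VmT, where 29 were still called, and went from 0.75 to 0.72 in the HYPO (standard error 0.164 and 0.165). In the HYPO 12 were still called and in both regions 11, between the bounds of 5 and 20 set before, so a part of the mapping rate in these calls stays open. The median unadjusted p of the 30 in the HYPO went from 9e-05 to 0.00017 and the largest p called from 0.00025 to 9.9e-05, with 39 called in all against 100. A response of the 2 regions in opposite directions to the breeding stage stays open as well.

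Of 25 thalamus and midbrain genes, 5 were higher in the VmT during incubation and 20 did not pass, and the camera call of the list was lost with an estimated correlation (adjusted p = 0.206). More neighbouring tissue in the VmT samples of incubation cannot be told apart from a change in expression with the stage. The 200 transcripts most enriched in both the HYPO and the HB had a median VmT log2 fold change of -0.003 (-0.117 to 0.035 in random sets), but the means that ranked them weigh incubation 5 to 4. Ranked with both stages weighed alike, which keeps 168 of the 200, the median was -0.209, below that of almost all random sets (-0.109 to 0.036) but above the bound of -0.3 set for that tissue, with 125 higher during incubation and 17 called so. Markers of the hypothalamus went the same way in the VmT, with 3 of 25 called, 7 when adjusted over the list alone and a median of -0.58 (camera adjusted p = 0.0124, adjusted p = 0.784 with an estimated correlation, and 0.0644, 0.0757 and 0.0798 without the VmT library of female 85694, 85757 or 85899), and VT (-1.69) and NPVF (-2.08) did too without passing. In the VmT 2 of the 4 libraries of territory establishment had scores of 3.85 and 3.13, and the other 2 had 5.24 and 5.12.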

How the results depend on the processing

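Over the alternatives set before the data were examined, each of 27 libraries left out, and 5 alternatives chosen after the data were seen, ISYNA1 and KCNJ10 in the VmT kept their direction and their side of the threshold in all 47 alternatives, with a highest adjusted p of 0.0404 and 0.0469. FADS1 kept them in 46 of 47 in the HB and in the HYPO and in 45 of 47 in the VmT. The lowest and highest values with 1 library left out were 344 and 873 transcripts in the VmT, 5 and 784 in the HYPO, 1 and 2 in the HB, 906 and 1484 for the VmT against the HYPO, 0 and 252 for the VmT against the HB, 0 and 236 for the HYPO against the HB, 2 and 147 shared, a slope from -0.888 to 3.888 (the latter over 3 shared transcripts), 1 and 4 candidates in the VmT, 0 and 1 in the HYPO, 15 and 51 members of Table S2 terms, and 6 and 12, 0 and 9, and 1 and 9 gene lists in the VmT, HYPO and HB. The cause was not tested for any value in this part, except where fewer libraries or transcripts were used by construction.

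The slope of the shared transcripts was -0.262 with a pseudocount of 0.1, -0.394 with 0.5, -0.379 with a value of at least 5 in at least 4 libraries, -0.344 with median scaling, -0.381 with quantile normalization, -0.335 with robust empirical Bayes, -0.267 as VmT on HYPO and -0.329 over all transcripts tested. It was above 0 without the HB library of female 85774 (0.083 over 17 shared transcripts) and without the HYPO library of female 85674 (0.545 over 10) or 85694 (0.548 over 9). Without that of female 85840 or 85899 it was 3.888 and 3.772, fitted on 3 and 4 shared transcripts, too few to show a reversal. A slope above 0 is called reversed below. No slope of these alternatives was fitted without FADS1, which is below 0 in both regions. They therefore do not show that the other shared transcripts changed direction. Quantile normalization gave 49 for the VmT against the HB, and the female as a fixed replicate block gave 41.

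With the libraries of each region alone, 3 transcripts were called in the VmT, 236 in the HYPO, 0 in the HB and 0 shared, with 0 candidates in the VmT, 3 in the HYPO and 15 Table S2 members. With the female as a random replicate block there were 40 in the HYPO, 257 for the VmT against the HB, 3 for the HYPO against the HB, 11 shared and a reversed slope of 0.646. Array weights gave 725 in the HYPO, 2 in the HB, 143 for the HYPO against the HB, 147 shared, a slope of -0.29, 1 candidate in the VmT and 3 in the HYPO. No trend gave 49 in the HYPO, 39 for the VmT against the HB and 17 shared.

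The first residual component as a covariate gave 833 in the HYPO, 178 for the VmT against the HB, 424 for the HYPO against the HB, 180 shared, 2 candidates in the HYPO and 54 Table S2 members. The percentage of mapped pairs as a covariate gave 39 in the HYPO, 13 shared and a reversed slope of 0.532. edgeR gave 31 for the HYPO against the HB, a reversed slope of 0.165, 4 candidates in the VmT and 9 lists in the HB. DESeq2 gave 1045 in the VmT, 445 in the HYPO, 325 for the VmT against the HB, 155 for the HYPO against the HB, 141 shared, a slope of -0.373, 9 candidates in the VmT, 63 Table S2 members and 8 lists in the HB. The mean over all transcripts of a symbol gave 1 candidate in the VmT and 10 lists in the HB, and the median correlation between libraries of a group was 0.983 over all kept transcripts.

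Of the alternatives chosen after the data were seen, a mean of at least 50 gave 25 in the HYPO, 715 for the VmT against the HYPO, 15 shared, a reversed slope of 0.4, 1 candidate in the VmT and 19 Table S2 members. Without the 3 libraries of female 85757 there were 923 in the HYPO, 219 for the VmT against the HB, 257 for the HYPO against the HB, 190 shared, 2 candidates in the HYPO, 51 Table S2 members and 9 lists in the HB. The replicate block with the unresolved VmT library as female 85691 gave 53 in the HYPO, 305 for the VmT against the HB, 3 for the HYPO against the HB, 17 shared, a reversed slope of 0.383 and 1 candidate in the VmT. The thalamus and midbrain score as a covariate gave 5 in the VmT, 577 for the VmT against the HYPO, 0 for the VmT against the HB, 0 shared, 0 candidates in the VmT, 10 Table S2 members and 3 lists in the HB. The sum of low transcripts as a covariate gave 0 in the HYPO, 516 for the VmT against the HYPO, 0 shared, 1 candidate in the VmT, 0 in the HYPO, 18 Table S2 members, 2 lists in the HB and a reversed log2 fold change of 0.07 for MBP in the HYPO.

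Depth may limit the test of genes with low counts, which was not measured by level. Of the called transcripts, 186 of the 687 in the VmT and 52 of the 100 in the HYPO had a mean under 50. In simulated data of the VmT with 200 changed genes, limma called 76% of those with a 2-fold change and 99% of those with a 4-fold change, and 5 unchanged ones. The changed genes were drawn from transcripts above a minimum mean, and genes were simulated as independent of each other. These rates therefore do not cover the lowest transcripts or genes that vary together.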

Differences from the paper's values

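The counts here are at the adjusted p of 0.05 that the paper states. A number after "without" is the female whose library was left out. A count is said to differ, or an alternative to come within the paper's value, by whether the larger is more than 1.5 times the smaller. The slope and the log2 fold changes differ where the signs do or where they lie more than 1 standard error of the main fit apart. By this rule the 1016 transcripts of the paper and the 687 here in the VmT, and the 820 and 604 up-regulated during incubation, do not count as different.

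For genes up-regulated during territory establishment in the VmT, the paper's value is 196 and the value here 83; 2 of 43 alternatives set before the data were examined come within it (DESeq2, without VmT 85757) and 41 do not. For genes differing between stages in the HYPO, the paper's value is 188 and the value here 100; 5 of 43 alternatives set before the data were examined come within it (the libraries of the region alone, without HB 85694, without VmT 85694, 85774 or 85889) and 38 do not. For genes up-regulated during territory establishment in the HYPO, the paper's value is 93 and the value here 57; 6 of 43 alternatives set before the data were examined come within it (quantile normalization, without HB 85694, without the unresolved VmT library, without VmT 85694, 85774 or 85889) and 37 do not. For genes up-regulated during incubation in the HYPO, the paper's value is 95 and the value here 43; 3 of 43 alternatives set before the data were examined come within it (the libraries of the region alone, without HB 85694, without VmT 85757) and 40 do not. For genes shared by the VmT and the HYPO, the paper's value is 55 and the value here 31; 5 of 43 alternatives set before the data were examined come within it (without HB 85694, without VmT 85694, 85757, 85774 or 85889) and 38 do not. Over the shared genes the HYPO log2 fold change fell by the paper's value of 0.24 per unit of the VmT one, and by 0.696 here; 25 of 41 alternatives set before the data were examined come within it (pseudocount 0.1, pseudocount 0.5, a value of at least 5 in at least 4 libraries, median scaling, quantile normalization, array weights, robust empirical Bayes, DESeq2, VmT on HYPO, all transcripts tested, without HB 85674, 85689, 85694, 85757 or 85889, without HYPO 85757, without VmT 85674, 85689, 85694, 85757, 85774, 85840, 85889 or 85899, without the unresolved VmT library) and 16 do not. For candidate genes called in the VmT, the paper's value is 10 and the value here 2; 1 of 44 alternatives set before the data were examined come within it (DESeq2) and 43 do not.

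For the VmT the ratios of group means here do not reproduce Table S1 as they do for the HYPO (values below), and leaving out any 1 VmT library brings them no closer. Whether Table S1 rests on the same VmT libraries is not known, which limits the comparison of the VmT genes that follow. Of the genes of the naming rule that Table S1 holds, the log2 fold change differs from the paper's for 16 of 59 in the VmT, 3 of 24 in the HYPO and 0 of 1 in the HB. The alternatives counted for each gene, 42, were set before the data were examined. KCNJ10 is -1 in the paper and -1.22 here, with 1 within and 41 not (without the unresolved VmT library). ALDOC is -0.57 in the paper and -0.72 here, with 2 within and 40 not (array weights, without VmT 85689). MCRS1 is -0.45 in the paper and -0.57 here, with 6 within and 36 not (median scaling, array weights, edgeR, without VmT 85674 or 85757, without the unresolved VmT library). EXT2 is 0.28 in the paper and 0.37 here, with 6 within and 36 not (the random replicate block, without VmT 85689, 85774, 85889 or 85899, without the unresolved VmT library). ALDOA is -3.16 in the paper and -2.65 here, with 10 within and 32 not (pseudocount 0.1, pseudocount 0.5, array weights, the percentage of mapped pairs as a covariate, edgeR, DESeq2, without VmT 85674, 85694, 85757 or 85774). NPVF is -3.11 in the paper and -2.08 here, with 10 within and 32 not (pseudocount 0.1, pseudocount 0.5, the percentage of mapped pairs as a covariate, edgeR, DESeq2, without the unresolved VmT library, without VmT 85694, 85774, 85840 or 85889). LHCGR is -1.61 in the paper and -0.78 here, with 0 within and 42 not. DNAJB5 is 1.08 in the paper and 0.76 here, with 6 within and 36 not (edgeR, DESeq2, without VmT 85674, 85694 or 85889, without the unresolved VmT library). SOX14 is -1.72 in the paper and -2.17 here, with 6 within and 36 not (quantile normalization, array weights, edgeR, DESeq2, without VmT 85689 or 85840). GATA3 is -1.42 in the paper and -1.83 here, with 6 within and 36 not (quantile normalization, edgeR, DESeq2, without VmT 85689, 85774 or 85840). SREBF1 is -1.21 in the paper and -1.5 here, with 7 within and 35 not (median scaling, quantile normalization, the random replicate block, without VmT 85674, 85689, 85889 or 85899). RPL4 is -0.47 in the paper and -0.56 here, with 8 within and 34 not (median scaling, array weights, edgeR, DESeq2, without VmT 85674, 85757 or 85889, without the unresolved VmT library). PSMC5 is -0.49 in the paper and -0.61 here, with 7 within and 35 not (median scaling, array weights, edgeR, without VmT 85689, 85757 or 85889, without the unresolved VmT library). UNC13D is -2.48 in the paper and -1.6 here, with 3 within and 39 not (pseudocount 0.1, edgeR, DESeq2). CPLX2 is -0.58 in the paper and -0.82 here, with 2 within and 40 not (without the unresolved VmT library, without VmT 85889). RTN4 in the HYPO is -4.08 in the paper and -3.16 here, with 6 within and 36 not (pseudocount 0.5, edgeR, DESeq2, without HYPO 85674, 85691 or 85757). DYNC1I1 in the HYPO is -4.71 in the paper and -3.26 here, with 3 within and 39 not (pseudocount 0.1, edgeR, DESeq2). EPB41L3 in the HYPO is -5.06 in the paper and -3.06 here, with 3 within and 39 not (pseudocount 0.1, edgeR, DESeq2). GATAD2B is -0.55 in the paper and -0.66 here, with 9 within and 33 not (median scaling, quantile normalization, array weights, edgeR, DESeq2, without VmT 85674, 85689, 85694 or 85757).

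All genes of Table S1 had the direction of Table S1 here. Of those with a mean of at least 50, the log2 ratio of means differed from that of Table S1 by a median of 0.0698 in the VmT (677 transcripts; 0.0692 with DESeq2 and 0.0723 to 0.127 with a library left out), 0.00214 in the HYPO (82) and 0.00102 in the HB (1).

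The paper calls some genes that limma did not call here. VT passed with edgeR (0.0275), DESeq2 (0.0249) and without the VmT library of female 85840 (0.0425). AVPR1A passed without the unresolved VmT library (0.0406). NPVF and NOSIP passed with DESeq2 (0.0315 and 0.0319). DNAJB5 passed with the random replicate block (0.0436), the first residual component (0.0487), edgeR (0.0394) and DESeq2 (0.0153). H1FX passed with the first residual component (0.0437), DESeq2 (0.0392) and without the VmT library of female 85674 (0.0393) or 85840 (0.0249). SASH3 passed without the VmT library of female 85694 (0.0383). GRM5, LHCGR and TP53BP1 were not called in any alternative run.

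In the HYPO, NR2F1 passed with the HYPO libraries alone (0.044), array weights (0.0182), the first residual component (0.00404), DESeq2 (0.0247) and without the HB library of female 85694 (0.0426), the HYPO library of female 85757 (0.0197) or the VmT library of female 85757 (0.0418) or 85889 (0.0428). MBP passed with the first residual component (0.00703), DESeq2 (0.0491) and without the HYPO library of female 85757 (0.017). CALM2 passed with array weights (0.0196), the first residual component (2e-05), edgeR (0.0478), DESeq2 (0.00794) and without the HYPO or VmT library of female 85757 (0.0093 and 0.0439). DNAJB2 passed with array weights (0.0299), the first residual component (0.0216), DESeq2 (0.017) and without the HB library of female 85694 (0.0464) or the HYPO or VmT library of female 85757 (0.0157 and 0.0385).

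Leaving out the 3 libraries of female 85757, chosen after seeing the values, called GABBR1 (0.0454) in the VmT and NR2F1 (0.016), MBP (0.0152), CALM2 (0.00244) and DNAJB2 (0.0064) in the HYPO; it calls 544 of the 1016 transcripts of Table S1 in the VmT and 187 of 188 in the HYPO, and drops 83 and 0 of those called in the main test. It also brings the count up-regulated during territory establishment in the VmT to 177, and the log2 fold changes of MCRS1 (-0.55), ALDOA (-3.09), RPL4 (-0.52), PSMC5 (-0.58) and GATAD2B (-0.63) in the VmT and RTN4 (-3.68) in the HYPO, within the paper's, while it calls 923 in the HYPO against the paper's 188.

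The thalamus and midbrain score as a covariate, chosen after seeing the values, brings the count up-regulated during territory establishment in the HYPO to 68 and ALDOC (-0.56), EXT2 (0.31), LHCGR (-1.35), RPL4 (-0.52), PSMC5 (-0.47) and GATAD2B (-0.64) in the VmT within the paper's, and drops 554 of the 559 Table S1 transcripts called in the VmT and 0 of 82 in the HYPO. The total of low second transcripts as a covariate, chosen after seeing the values, does so for RPL4 (-0.55) and drops 42 of 559 and 82 of 82. The replicate block with the unresolved VmT library as female 85691, chosen after seeing the values, called DNAJB5 (0.045) and drops 38 of 559 and 33 of 82.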

Other observations

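The test on splits of the females, 100 of them drawn, was set before the data were examined. In it the unresolved VmT library was moved with female 85691, which is an assumption.

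Several groups of genes that the text does not describe differed between stages in camera. In the VmT, of 23 genes of myelin and oligodendrocytes 2 were higher during incubation (4 when adjusted over the list alone; median -0.21, camera adjusted p = 0.00506, and adjusted p = 0.784 with an estimated correlation), and of 25 genes that mark the hypothalamus 3 were (7 over the list alone; median -0.58, camera adjusted p = 0.0124, and adjusted p = 0.784 with an estimated correlation). The hypothalamus list was not called without the VmT library of female 85694 (0.0644), 85757 (0.0757) or 85899 (0.0798). Of 27 chaperones of the endoplasmic reticulum 1 was higher and 1 lower during territory establishment (3 and 1 over the list alone), with a median of 0.14 (camera adjusted p = 0.0115, adjusted p = 0.784 with an estimated correlation, and 0.053 without the VmT library of female 85694). The first was HSPA5, which folds new proteins, with 7892 ± 1540 and 4828 ± 1620 normalized counts (SD, n = 4 and 5; log2 fold change 0.74, adjusted p = 0.0372). HSPA5 did not pass with no trend (0.0656), the VmT libraries alone (0.202) or the thalamus and midbrain score as a covariate (0.4, log2 fold change 0.63), or without any 1 of 7 VmT libraries, with adjusted p of 0.148 (female 85689), 0.058 (unresolved), 0.0891 (85694), 0.0819 (85774), 0.0506 (85840), 0.103 (85889) and 0.0796 (85899).

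In the HYPO, of 25 genes that mark the hypothalamus 1, CRH, was higher during territory establishment (1 over the list alone; median 0.54, camera adjusted p = 0.00684, and adjusted p = 0.842 with an estimated correlation). Of 33 heat shock proteins 0 passed in limma (1 over the list alone; median 0.14, camera adjusted p = 0.00788, and adjusted p = 0.865 with an estimated correlation), and of 33 proteasome genes 1 was higher during territory establishment (6 and 1 over the list alone; median 0.07, camera adjusted p = 0.0255, and adjusted p = 0.865 with an estimated correlation). Without the HYPO library of female 85689 the camera adjusted p of these 3 lists was 0.0878, 0.253 and 0.472. That of the hypothalamus list was also 0.159 and 0.0733 without that of female 85694 or 85899, that of the heat shock proteins 0.108 without that of 85774, and that of the proteasome 0.0524 and 0.062 without that of 85757 or 85889. Over all 50 lists camera called 11 in the VmT, 8 in the HYPO and 5 in the HB, of which 1, 0 and 0 with an estimated correlation, and fry called 6 in the VmT and 0 in the HYPO.

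Of 100 splits of the 9 females into 4 and 5, the real one gave the highest count in the VmT (687, highest other 435, 1 split as large) and in the HYPO (100, 12, 1 split). It also did for the VmT against the HYPO (1159, 806, 1 split), the VmT against the HB (85, 1, 1 split) and the shared transcripts (31, 1, 1 split). This makes chance unlikely for these counts, but 100 splits cannot exclude it. The count of the VmT against the HB also fell to 0 without single libraries, as given earlier. The correlation of fold changes between the VmT and the HYPO (-0.261) passed the rule of fewer than 5 splits as far below 0, with 4, the real one included. Another split reached -0.346, so the real value was not the most extreme. For the candidates in the VmT (2, highest other 2, 2 splits) and in the HYPO (1, 1, 2 splits) nothing can be said. Candidates that Table S1 holds are represented by the transcript that the study called at the real split. Chance cannot be excluded for the HB (1; 2, 10 splits) or for the number of lists called in the VmT (11; 16, 24 splits), the HYPO (8; 14, 32 splits) and the HB (5; 14, 48 splits). For the slope (-0.696) 1 of 1 splits had shared transcripts to fit, the real one, so nothing can be said. Nothing can be said either for the HYPO against the HB, where a real count of 0 makes all 100 splits as large (highest other 132; 1213 at an unadjusted p under 0.05 in limma, 31 called by edgeR and 155 by DESeq2). The same holds for the members of Table S2 terms (30; 4, 1 split), which the study chose at the real split. The split with 435 in the VmT set females 85757, 85840, 85889 and 85899, all of incubation, against the rest.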
